# Gene Expression in the Spinal Cord in Female Lewis Rats with Experimental Autoimmune Encephalomyelitis Induced with Myelin Basic Protein

**DOI:** 10.1371/journal.pone.0048555

**Published:** 2012-11-06

**Authors:** Hayley R. Inglis, Judith M. Greer, Pamela A. McCombe

## Abstract

**Background:**

Experimental autoimmune encephalomyelitis **(**EAE), the best available model of multiple sclerosis, can be induced in different animal strains using immunization with central nervous system antigens. EAE is associated with inflammation and demyelination of the nervous system. Micro-array can be used to investigate gene expression and biological pathways that are altered during disease. There are few studies of the changes in gene expression in EAE, and these have mostly been done in a chronic mouse EAE model. EAE induced in the Lewis with myelin basic protein (MBP-EAE) is well characterised, making it an ideal candidate for the analysis of gene expression in this disease model.

**Methodology/Principal Findings:**

MBP-EAE was induced in female Lewis rats by inoculation with MBP and adjuvants. Total RNA was extracted from the spinal cords and used for micro-array analysis using AffimetrixGeneChip Rat Exon 1.0 ST Arrays. Gene expression in the spinal cords was compared between healthy female rats and female rats with MBP-EAE. Gene expression in the spinal cord of rats with MBP-EAE differed from that in the spinal cord of normal rats, and there was regulation of pathways involved with immune function and nervous system function. For selected genes the change in expression was confirmed with real-time PCR.

**Conclusions/Significance:**

EAE leads to modulation of gene expression in the spinal cord. We have identified the genes that are most significantly regulated in MBP-EAE in the Lewis rat and produced a profile of gene expression in the spinal cord at the peak of disease.

## Introduction

On the basis of pathological findings and genetic studies that show that the majority of genes that predispose to multiple sclerosis (MS) are associated with T cell activation [1], MS is thought to be primarily a T-cell mediated autoimmune disease. B cells and antibodies are also thought to play a role in pathogenesis [2]. The symptoms of MS are due to demyelination and axonal loss, and possibly to temporary loss of nerve conduction due to circulating factors [3]. Experimental autoimmune encephalomyelitis (EAE) is the best available animal model of MS, and can be induced by inoculation of susceptible animals with a range of central nervous system (CNS) antigens.

EAE was first induced by inoculation of whole brain tissue [4]; [5]. Myelin basic protein (MBP) was the first encephalitogenic protein to be studied in detail. Later studies have used myelin proteolipid protein (PLP) [6]; [7] and myelin oligodendrocyte glycoprotein (MOG) [8] to induce EAE. The susceptibility to EAE varies among animal strains and with the antigen used to induce the disease. There have been studies of the genetic loci that contribute to this susceptibility. The most important genes are the MHC class II, but other genes have been implicated, including other immune related genes [9]–[11]. Studies have also identified genetic loci that contribute to different EAE traits such as the severity of disease, maximum clinical score and the presence of demyelination [9]; [10].

In this study we have investigated MBP-EAE, which is characterized by weight loss and ascending paralysis [12] followed by spontaneous recovery. It has been clearly shown that recovery from weakness is associated with restoration of electrical conduction [13]. The pathology of MBP-EAE involves infiltration of the spinal cord and nerve roots with inflammatory cells [14], followed by demyelination of axons. In MBP-EAE there is apoptosis within the spinal cord [15]; [16] and there is also axonal damage [17]. The metabolic processes that cause damage in EAE include glutamate toxicity [18] and dysregulation of ion channels including calcium channels [19]. Because of the detailed knowledge of the pathogenesis of this EAE model, it is of interest to determine how gene expression correlates with the known features of this disease. The advantages of using EAE for studies of gene expression in the CNS are that tissue can be easily obtained at the peak of disease, without a significant post-mortem delay, allowing good preservation of RNA for expression studies.

Because of the extensive characterization of MPB-EAE in the Lewis rat, it is an excellent candidate for studies aimed at defining the gene expression profile of the disease. There have been no previous gene array studies of MBP-EAE in the Lewis rat; however, the expression profile of selected cytokines, chemokines, adhesion molecules, cell markers, matrix metalloproteinases and other genes relevant to disease etiology have been examined in this model by real-time PCR (RT-PCR) [20]. There have been micro-array studies of gene expression in MBP-EAE in SJL/J mice [21] and of the effects of estrogen treatment on gene expression in MBP-EAE in BV8S2/AV4 double transgenic mice [22]. There have also been microarray studies of EAE induced with myelin-oligodendrocyte glycoprotein (MOG) in the spinal cords of mice [23] and rats [24]. The present study was carried out to investigate changes in gene expression in MBP-EAE compared to control Lewis rats, and found that there were significant differences from controls.

## Results

### a) Differential Gene Expression in MBP Induced EAE in the Lewis Rat

Rats were inoculated with MBP to induce EAE. The typical clinical course of this disease is shown in Figure 1A, which demonstrates that disease is generally monophasic with spontaneous recovery. Rats were sacrificed on day 13 post injection which corresponds approximately with the peak of clinical disease in our model. The course of disease of the rats that were used in the micro-array study is shown in Figure 1B.

**Figure 1:**
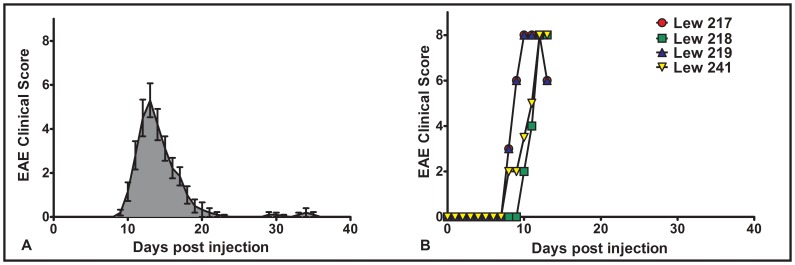
Clinical course of EAE. A. The figure **s**hows the results of a clinical course experiment (n  = 10) in which female Lewis rats (10–12 wks old) were injected with 50 µg Guinea Pig MBP emulsified in incomplete Freund’s Adjuvant containing 4 mg/ml heat inactivated *M.Butyricium*. The peak of disease generally occurs between 12 and 14 days post injection and resolves, usually within 7–10 days later. Mild relapses occur in a few animals between 28 and 40 dpi. **B.** Spinal cords used to prepare RNA for microarray analysis were collected on day 13 when the disease course was either at its peak or in the phase of very early resolution. Clinical course scores were recorded using a 12 point scale [43].

RNA quality analysis was carried out on the BioRad Experion automated electrophoresis system. All preparations used in both assays had values of values of >9.5 for RNA quality indicator (RQI) [25]. This is illustrated in Figures S1 and S2. After array hybridization with the Affimetrix Rat Exon 1.0 ST array, which contains probe sets for 27,324 genes, data was uploaded for analysis with the Partek genomics suite. Transcripts from 8,793 genes were detected. Of these, we identified 2,350 genes that were significantly regulated between the healthy rats and rats with MBP-EAE (t test, (p-value <0.05). 

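The values come from 8 arrays, 1 for each rat. Spinal cord RNA was taken on day 13 from 4 female Lewis rats (217, 218, 219 and 241) in which EAE had been induced with 50 µg of myelin basic protein (MBP) in adjuvant, and from 4 healthy rats (193, 194, 195 and 196). The paper gives their age as 11 weeks and the sample labels as 16 weeks. The MBP is recombinant in the methods, and from guinea pig in the legend of Figure 1 and in the labels. Figure 1B shows rats 218 and 241 at their highest clinical score on day 13, while the score of rats 217 and 219 had already fallen.
The authors corrected the background by RMA with an adjustment for GC content, quantile-normalized the 8 arrays, took log2 values and averaged the core probe sets of each gene. Their processing notes name the rat genome build rn4. The deposited values are log2 values of 8793 transcript clusters, which are groups of probe sets that stand for a gene. The median log2 value was 4.94 to 5.08 on the healthy arrays and 5.00 to 5.08 on the MBP-EAE arrays. Across clusters, which are not independent of each other, Pearson's r was 0.967 to 0.991 between healthy arrays, 0.985 to 0.993 between MBP-EAE arrays and 0.923 to 0.950 between an array of each group. The array of healthy rat 195 had an interquartile range of 2.23, against 2.61 to 2.93 on the other healthy arrays.
From these values each cluster was compared between the groups with limma, without a batch term, and p-values were adjusted by the method of Benjamini and Hochberg over all 8793 clusters. Clusters at an adjusted p under 0.05 are called changed. The platform table gives 1 gene symbol for 7603 clusters, several for 409 and does not list 781, so that only the first of these kinds is named. Lists of genes of a pathway or a cell type were fixed before the data were examined, but after the paper's tables had been read. The 64 lists with at least 5 measured genes were tested with camera, limma's test of a set of genes against all other genes, with a preset correlation of 0.01 between genes and adjusted over the 64 lists. The number of arrays limits the precision of every value.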

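Of the 8793 clusters, 2274 were changed in MBP-EAE at an adjusted p under 0.05 from limma, 994 of them higher and 1280 lower than in healthy controls. At an unadjusted p under 0.05 there were 3268, with 1276 higher and 1992 lower. All 4 MBP-EAE values lay above all 4 healthy values for 1053 clusters and below them for 1525. Together these are 29.3% of the clusters, against 2.86% that chance gives for 4 rats against 4. The first principal component separated the groups and held 68.1% of the variance.
The share of higher clusters among those called changed varied with how the arrays were scaled, with the batches and with the rats that entered. Of the changed clusters, 43.7% were higher with the values as deposited and 58.1% (1373 higher, 991 lower) after cyclic loess between the arrays. Centring each array on genes commonly used as RT-PCR references, of which Rplp0 and Actb were themselves higher in MBP-EAE, left 2.46% higher (207 higher, 8197 lower). That centring took the median level of the 8 measured genes on each array, so that it depends on the genes in the middle of their ranking. It moved the median of all clusters by -1.21, while the median log2 fold change of these genes was 0.27. Shifting each array by the median deviation of those genes, an alternative chosen after seeing the data, left 10.5% higher (575 higher, 4926 lower). With batches recovered after seeing the data, 54.1% were higher with the batch as a term in limma, 56.9% in the methods' analysis of variance, 89.3% within batch 1 and 72.0% within batch 3. With only the MBP-EAE rats at their highest score it was 57.2%, and with only those whose score had fallen 57.1%. Fewer rats enter these fits and those within a batch. All 2274 clusters changed in the fit without a batch term kept their direction within batches 1 and 3, whose rats also entered that fit.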

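The 10 named genes with the largest rise among those without overlap between the groups were 45.4-fold to 143-fold higher in MBP-EAE. They are the MHC class II chaperone Cd74 and the class II chain RT1-Da, the chemokines Cxcl9, Cxcl11 and Cxcl13, lipocalin 2, the leukocyte receptor Lilrb4, the interferon-inducible GTPase Ifi47, the RNA-editing enzyme Apobec1 and the phagocyte oxidase subunit Cybb. Cxcl13, which attracts B cells, had a log2 value of 4.02 ± 0.23 (SD, n = 4) in healthy controls and 10.83 ± 0.23 (SD, n = 4) in MBP-EAE. Lilrb4 was 64.0-fold higher (log2 fold change 6.00, SE 0.23, adjusted p = 4.22e-08 from limma). Apobec1 was 46.6-fold higher (log2 fold change 5.54, SE 0.20, adjusted p = 2.60e-08). In healthy controls the mean log2 values of Lilrb4 (3.56), Cxcl11 (3.31) and Cxcl9 (3.70) lay below the lower quartile of every healthy array (3.87 to 4.28). Values this low may be background, so that the size of these folds is uncertain.
Falls were smaller. The haemoglobin chain gene Hbb-b1 was 9.87-fold lower, with log2 values of 7.85 ± 0.35 (SD, n = 4) in healthy controls and 4.55 ± 1.07 (SD, n = 4) in MBP-EAE. The other 9 of the 10 named genes with the largest fall were 2.54-fold to 3.29-fold lower. They include the sterol genes Idi1, Cyp51 and Insig1, the histamine-degrading enzyme Hnmt (log2 fold change -1.46, SE 0.13, adjusted p = 1.88e-05), the actin-binding protein Nexn (-1.42, SE 0.17, adjusted p = 0.000224), the glycosyltransferase Galnt13 (-1.41, SE 0.14, adjusted p = 6.58e-05) and the GABA receptor subunit Gabrg1. Vom1r50, a vomeronasal receptor gene, and Nrep complete the 10. Vom1r50 was not called without rat 193, 194, 196, 219 or 241 (adjusted p = 0.0517 to 0.0842).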

The overall gene expression changes in MBP induced EAE are illustrated in the volcano plot in Figure 2, which shows a large number of genes that were highly regulated compared to healthy controls.

**Figure 2:**
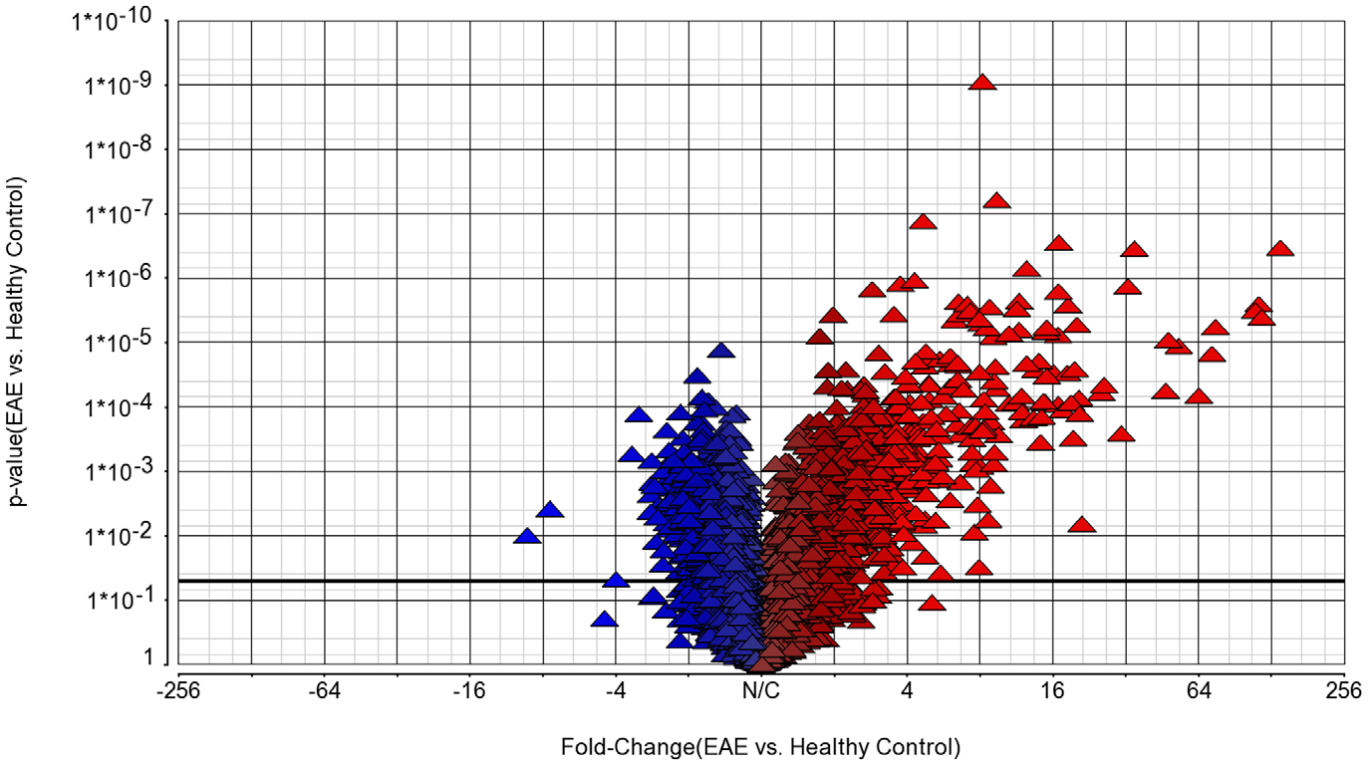
Volcano plot. This shows the significance (y axis) versus the fold change (x axis) for genes in rats with EAE compared to healthy controls.

Of the 2,350 differentially regulated genes, 2,265 mapped to known locations in the Partek data-base and the remainder were unmapped. Of these mapped genes, 1,665 were mapped to named genes. Of the 1,665 differentially regulated genes, 998 were found to be down-regulated and 667 were up-regulated. These are listed in Tables S1 and S2.

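Counted by gene symbol, 2914 named genes had an unadjusted p under 0.05 in the limma comparison, 1127 of them higher and 1787 lower in MBP-EAE. After adjustment over all clusters, 2050 named genes remained, with 889 higher and 1161 lower. Of the higher genes, 384 were at least 2-fold higher in MBP-EAE.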

The 2,530 genes that were differentially regulated were up-loaded into the Ingenuity Pathway analysis software package (IPA) (Ingenuity ® Systems, www.ingenuity.com ) for functional and pathway analysis. After filtering to exclude genes that were not of relevance to the nervous system, we produced an annotated set of 1,190 differentially regulated genes. These genes were used for our further analysis of functions, pathways and upstream regulators.

To produce a list of the genes that are most significantly and highly regulated in MBP-EAE, we used a False Discovery Rate (FDR) [26] of 5% to further refine the data-set. This produced a list of the most significantly regulated genes (p values ≤0.0045). These are shown in Table 1, which lists the most significantly up-regulated genes (fold-change limit + or –4.0) and Table 2 which contains the most significantly down-regulated (fold change limit + or –2.0) transcripts in the data-set. 

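With the limits of Table 1, an adjusted p under 0.05 and a rise of at least 4-fold, 149 clusters and 139 named genes were higher in MBP-EAE. With the limits of Table 2, a fall of at least 2-fold, 76 clusters and 63 named genes were lower. These counts were made without the paper's filter for genes relevant to the nervous system. Of the 65 genes in Table 1, 61 could be matched to a cluster of their own, and all 61 were higher. Of the 19 genes in Table 2, 18 could be matched and all 18 were lower. The study chose both lists on these 8 arrays, so that these tallies are not independent evidence of direction.
The integrin subunit Itgam, a marker of myeloid cells, was 10.9-fold higher (log2 fold change 3.44, SE 0.12, adjusted p = 2.05e-08). The cytotoxic receptor Klrk1 was 12.7-fold higher (log2 fold change 3.67, SE 0.16, adjusted p = 7.97e-08).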

A number of these genes mapped to loci that predispose to EAE in the rat (http://rgd.mcw.edu), or have been associated with one or more of the commonly used EAE models, as shown in Tables 1 and 2.

**Table 1:** Genes most significantly up-regulated at the peak of Clinical disease in MBP induced EAE in the Lewis Rat.

Entrez gene symbol	Entrez Gene Name	Fold change	p-value	QTL	Function	Previous association with EAE or Inflammation in the CNS	Ref
***Cd74***	CD74 molecule, major histocompatibility complex, class II invariant chain	139.3	3.35E–07	*EAEy EAEz*	Antigen processing and presentation	***Cd74*** maps to a gene regions associated with EAE in the DA rat.	[45]
***Psmb9***	proteasome (prosome, macropain) subunit, beta type, 9 (large multifunctional peptidase 2)	8.2	8.80E–10	*EAE1*	Antigen processing and presentation	***Psmb9*** maps to a gene region associated with EAE in the DA rat	[45]
***Rt1-a1***	rat major histocompatibility complex, class I	6.5	2.06E–05	–	Antigen processing and presentation	–	–
***Rt1-dmb***	rat major histocompatibility complex, class II, RTI-DM β chain	9.2	2.37E–05	–	Antigen processing and presentation	–	–
***Rt1-Ba***	rat major histocompatibility complex, class II, RT1-B α chain	32.7	1.33E–06	–	Antigen processing and presentation	***Rt1-Ba*** involved in antigen presentation in MBP induced EAE in the Lewis rat.	[46]; [47]
***Rt1-Da***	rat major histocompatibility complex, class II, RT1-D α chain	116.7	4.04E–06	–	Antigen processing and presentation	***Rt1-Da*** involved in antigen presentation in MBP induced EAE in the Lewis rat.	[46]; [47]
***Rt1-Db1***	rat major histocompatibility complex, class II, RT1-Dβ 1 chain	8.3	7.54E–05	–	Antigen processing and presentation	***Rt1-Db1*** involved in antigen presentation in MBP induced EAE in the Lewis rat.	[46]; [47]
***Tap1***	transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)	4.3	1.08E–06	*EAE1*	Antigen processing and presentation	***Tap1*** maps to a gene region associated with EAE in the DA rat	[45]
***Timp1***	TIMP metallopeptidase inhibitor 1	8.0	2.86E–05		Antigen processing and presentation	***Timp1*** has been previously identified as up-regulated in mouse models of EAE.	[48]
***Casp1***	caspase 1, apoptosis-related cysteine peptidase (interleukin 1, beta, convertase)	6.3	4.48E–06	–	Apoptosis and cell death	***Caspase 1*** levels correlate with clinical disease course and the transcription rate of pro-inflammatory cytokines.	[32]; [33]
***Casp4***	caspase 4, apoptosis-related cysteine peptidase	7.1	2.52E–06	–	Apoptosis and cell death	Oligodendrocyte cell death in MOG induced EAE in mice was mediated by a pathway that involves ***Casp4.***	[49]
***Casp8***	caspase 8, apoptosis-related cysteine peptidase	4.3	1.93E–05	–	Apoptosis and cell death	***Casp8*** involved in neuronal cell death by apoptosis in EAE in the Lewis rat.	[50]
***Gda***	guanine deaminase	15.1	5.82E–06	–	Apoptosis and cell death	–	–
***Irf1***	interferon regulatory factor 1	8.6	5.89E–06	*EAE3 EAE18*	Apoptosis and cell death	***Irf1*** maps to a gene locus conferring resistance to MOG induced EAE in the rat.	[51]
***Irgm***	immunity-related GTPase family, M	14.0	1.93E–05	*EAE3 EAE18*	Apoptosis and cell death	***Irgm*** maps to a gene region conferring resistance to MOG induced EAE in the rat.	[51]
***Lcn2***	lipocalin 2	75.2	5.72E–06	–	Apoptosis and cell death	***Lcn2*** has previously been identified as upregulated in rat and mouse models of EAE.	[28]; [29]; [52]
***Tlr2***	toll-like receptor 2	6.0	4.77E–05	–	Apoptosis and cell death	***Tlr2*** is upregulated in active lesions of MS and MOG induced EAE in the DA rat.	[35]
***Tlr4***	Tlr4	4.9	8.16E–04	–	Apoptosis and cell death	***Tlr4*** is upregulated in active lesions of MS and MOG induced EAE in the DA rat.	[34]; [35]
***Trpm2***	transient receptor potential cation channel, subfamily M, member 2	4.6	8.25E–05	–	Apoptosis and cell death	–	–
***Ubd***	ubiquitin D	4.3	7.31E–04	–	Apoptosis and cell death	–	–
***Anxa3***	annexin A3	8.1	5.01E–06	–	Cellular movement	–	[52]
***Ccl7***	chemokine (C-C motif) ligand 7	6.7	2.65E–04	*EAE18b*	Cellular movement	***Ccl7*** maps to a gene region associated with MOG EAE in the rat	[53]
***Ccr5***	chemokine (C-C motif) receptor 5	6.5	2.25E–05	–	Cellular movement	***Ccr5*** was upregulated in the spinal cords of rats with MOG induced EAE	[54]
***Cx3cr1***	chemokine (C-X3-C motif) receptor 1	5.6	1.19E–03	–	Cellular movement	***Cx3cr1*** is involved in neuroinflammation and upregulated in phagocytic cells in the rat brain in MOG induced EAE.	[55]; [56]
***Cxcl9***	chemokine (C-X-C motif) ligand 9	113.50	2.51E–06	–	Cellular movement	***Cxc19*** is involved in neuroinflammation.	[55]
***Cxcl16***	chemokine (C-X-C motif) ligand 16	20.1	5.28E–06	*EAE18 EAE18a*	Cellular movement	***Cxcl16*** maps to gene region previously associated with a number of inflammatory diseases including MOG induced EAE in the DA rat.	[53];
***Fn1***	fibronectin 1	5.3	1.35E–03	–	Cellular movement	–	–
***Apobec1***	apolipoprotein B mRNA editing enzyme, catalytic polypeptide 1	46.8	5.61E–05	*EAE20, EAE22*	Cellular growth and proliferation	***Apobec1*** maps to gene regions previously associated with EAE in the mouse.	[48]
***Gpnmb***	glycoprotein (transmembrane) nmb	16.1	2.89E–05	–	Cellular growth and proliferation	–	–
***Grn***	Granulin	6.0	1.61E–05	–	Cellular growth and proliferation	***Grn*** enhances the proliferation of mouse neural progenitor cells in culture	[58]
***IL2ra***	interleukin 2 receptor, alpha	7.6	1.94E–04	–	Cellular growth and proliferation	MOG Induced EAE susceptible DA rats had higher ***IL-2Rα***, expression in naïve T cells compared to the resistant PVG rats.	[59]
***IL2rg***	interleukin 2 receptor, gamma	34.7	3.46E–07	–	Cellular growth and proliferation	Common cytokine receptor gamma-chain (gamma(c)) family cytokines have crucial roles in the development, proliferation, survival and differentiation of multiple cell lineages of both the innate and adaptive immune systems.	[60]
***Klrk1***	killer cell lectin-like receptor subfamily K, member 1	13.5	2.66E–05	–	Cellular growth and proliferation	–	–
***Laptm5***	lysosomal protein transmembrane 5	9.2	5.08E–04	–	Cellular growth and proliferation	–	–
***Stat1***	signal transducer and activator of transcription 1, 91 kDa	12.5	2.11E–05	–	Cellular growth and proliferation	Expression of ***Stat1*** increases to the recovery stage of MBP induced EAE in the Lewis rat.	[61]
***Irf8***	interferon regulatory factor 8	4.8	1.37E–05	–	Cellular development and differentiation	–	–
***Arhgdib***	rho GDP dissociation inhibitor (GDI) beta	8.4	1.18E–04	*EAE22*	Cell- cell signalling and interaction	***Arhgdib*** maps to gene region previously associated with a number of inflammatory diseases including MOG induced EAE in the DA rat.	[57]
***Emr1***	egf-like module containing, mucin-like, hormone receptor-like 1	16.9	1.60E–06	–	Cell- cell signalling and interaction	***–***	–
***Prkcd***	protein kinase C, delta	4.1	2.49E–04	–	Cell- cell signalling and interaction	***–***	–
***Ptafr***	platelet-activating factor receptor	6.5	3.74E–05	–	Cell- cell signalling and interaction	***–***	–
***Rac2***	ras-related C3 botulinum toxin substrate 2 (rho family, small GTP binding protein Rac2)	6.5	2.31E–06	–	Cell- cell signalling and interaction	***–***	–
***Tyrobp***	TYRO protein tyrosine kinase binding protein	7.3	2.02E–04	–	Cell- cell signalling and interaction	***Tyrobp*** maps to gene regions previously associated with EAE in the mouse.	[48]
***C3***	complement component 3	26.1	4.58E–05	–	Complement activation	***C3*** is required for full development of EAE in MOG induced EAE in mice	[62]
***C1qa***	complement component 1, q subcomponent, A chain	5.8	1.27E–04	–	Complement activation	The complement system has previously been implicated in the development of EAE, ***C1qa*** has been previously identified as up-regulated in mouse models of EAE.	[31]; [48]
***C1qb***	complement component 1, q subcomponent, B chain	4.6	1.06E–03	–	Complement activation	The complement system has previously been implicated in the development of EAE ***C1qb*** has been previously identified as up-regulated in mouse models of EAE	[31]; [48]
***C1qc***	complement component 1, q subcomponent, C chain	10.6	8.76E–05	–	Complement activation	The complement system has previously been implicated in the development of EAE ***C1qc*** has been previously identified as upregulated in mouse models of EAE	[31]; [48]
***C3ar1***	complement component 3a receptor 1	4.1	1.43E–03	*EAE20 EAE22*	Complement activation	***C3ar1*** maps to gene region previously associated with a number of inflammatory diseases including MOG induced EAE in the DA rat.	[57]
***Cfb***	complement factor B	4.7	2.89E–04	–	Complement activation	–	
***Serping1***	serpin peptidase inhibitor, clade G (C1 inhibitor), member 1	20.5	7.24E–05	–	Complement activation	–	–
***Soat1***	sterol O-acyltransferase 1	4.8	1.72E–05	*EAE17*	Complement activation	***Soat1*** maps to gene regions associated with MOG EAE in the rat,	[63]
***Btk***	Bruton agammaglobulinemia tyrosine kinase	5.5	1.80E–05	–	Inflammatory Response	–	–
***Cd4***	CD4 molecule	12.5	7.05E–07	*EAE20 EAE22*	Inflammatory Response	***Cd4*** maps to gene region previously associated with a number of inflammatory diseases including MOG induced EAE in the DA rat, CD4 expression on microglia correlates with resolution of disease in MBP induced EAE in the Lewis rat.	[57]; [64]
***Cd14***	CD14 molecule	4.4	4.44E–03	*EAEz*	Inflammatory Response	***Cd14*** maps to a gene region associated with EAE in the DA rat.	[45]
***Cd86***	CD86 molecule	10.5	7.23E–06	–	Inflammatory Response	***B7***/***CD86*** costimulation is critical for activation and expansion of MOG Fcgr2 areactive T cells in a mouse model of EAE.	[65]
***Chi3l1***	chitinase 3-like 1 (cartilage glycoprotein-39)	9.1	7.66E–04	*EAE14 EAE17*	Inflammatory Response	***Chi3l1*** maps to gene regions associated with MOG EAE in the rat, and has previously been identified as upregulated in mouse models of EAE.	[63]; [66] [48]
***Fcgr2a***	Fc fragment of IgG, low affinity IIa, receptor (CD32)	9.5	2.69E–04	*EAE17*	Inflammatory Response	***Fcgr2a*** maps to gene regions associated with MOG EAE in the rat.	[63]
***Fcgr2b***	Fc fragment of IgG, low affinity IIb, receptor (CD32)	11.6	6.35E–06	*EAE17*	Inflammatory Response	***Fcgr2b*** maps to gene regions associated with MOG EAE in the rat.	[63]
***F10***	coagulation factor X	5.4	4.64E–04	–	Inflammatory Response	–	–
***Il1b***	interleukin 1, beta	4.8	1.37E–03	–	Inflammatory Response	***Il1b*** is expressed by activated microglia in MOG induced EAE in the mouse.	[30]
***IL1rn***	interleukin 1 receptor antagonist	7.5	7.42E–04	–	Inflammatory Response	***IL1rn*** modulates a variety of interleukin 1 related immune and inflammatory responses.	[67]
***Lyn***	v-yes-1 Yamaguchi sarcoma viral related oncogene homolog	9.4	6.06E–08	–	Inflammatory Response	Severity of EAE is increased in ***lyn***−/− mice compared to WT controls.	[68]
***Ptprc***	protein tyrosine phosphatase, receptor type, C	17.0	2.78E–07	*EAE14 EAE17*	Inflammatory Response	***Ptprc*** maps to gene regions associated with MOG EAE in the rat.	[63]; [66]
***Vav1***	vav 1 guanine nucleotide exchange factor	4.0	4.36E–05	–	Inflammatory Response	***–***	–
***Pygl***	phosphorylase, glycogen, liver	8.0	4.28E–06	–	Other metabolic processes	–	–
***Cp***	ceruloplasmin (ferroxidase)	6.8	5.35E–05	–	Other metabolic processes	***CP*** Increases with oedema and has previously been identified as upregulated in mouse models of EAE	[48]; [69]

### b) Quantitative Real-Time PCR (rt PCR) Validation of Micro-array Data

To confirm our micro-array findings, expression levels of a the genes caspase 1 (Casp1), oligodendrocyte myelin glycoprotein (OMG), alpha subunit voltage-gated sodium channel type 1 (Scn1a), Fas (TNF receptor superfamily member 6) and superoxide dismutase 2, mitochondrial (Sod2) were validated using RT-PCR in 8 rats in each group. These genes were selected as being regulated in EAE and of biological interest. Gene transcripts were amplified from cDNA preparations. These were obtained from the original total RNA samples used in the micro-array analysis and an additional 4 normal rats with MBP-EAE and an additional 4 healthy rats. The results are shown in Figure 3. All transcripts amplified showed similar expression patterns in the RT-PCR assay compared to the micro-array analysis.

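In the array values, the inflammatory caspase gene Casp1 was 6.19-fold higher in MBP-EAE, with log2 values of 5.44 ± 0.16 (SD, n = 4) in healthy controls and 8.07 ± 0.09 (SD, n = 4) in MBP-EAE (adjusted p = 6.04e-08 from limma). The death receptor gene Fas was 2.49-fold higher, at 4.75 ± 0.17 (SD, n = 4) and 6.06 ± 0.10 (SD, n = 4) respectively (adjusted p = 1.47e-05). Sod2, the mitochondrial superoxide dismutase, was 1.75-fold higher, at 9.23 ± 0.49 (SD, n = 4) and 10.04 ± 0.18 (SD, n = 4) (adjusted p = 0.0226). Sod2 was not called without rat 196, 218 or 241 (adjusted p = 0.0510 to 0.0641). Omg, the oligodendrocyte myelin glycoprotein, was 2.02-fold lower, at 10.43 ± 0.26 (SD, n = 4) and 9.41 ± 0.33 (SD, n = 4) (adjusted p = 0.00254). For each of these 4 genes the groups did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 rats against 4 allow). The paper selected them because they were regulated on these arrays, so that this p is not independent evidence. Of all clusters, 29.3% had no overlap. The clusters for Scn1a and for the reference gene Ppih are not named for a single gene in the platform table and are not reported.

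**Figure D1:**
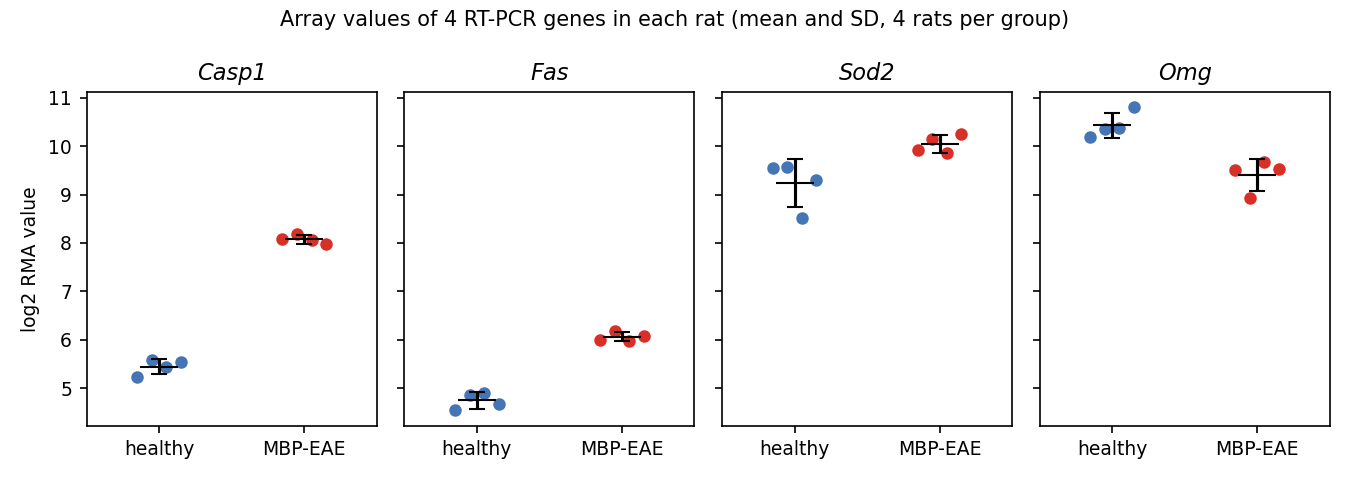
Log2 array values of 4 genes measured by RT-PCR in the paper, with 1 point per rat, in healthy controls (blue) and MBP-EAE (red); horizontal bars are means and error bars are the SD over 4 rats. Casp1, Fas and Sod2 lie higher in all 4 MBP-EAE rats than in all 4 healthy rats, and Omg lies lower.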

**Table 2:** Genes most significantly down-regulated at the peak of Clinical disease in MBP induced EAE in the Lewis Rat.

Gene Symbol	Entrez Gene name	Fold change	p-value	QTL	Function	Previous association with EAE or Inflammation in the CNS	Ref
***Idi1***	isopentenyl-diphosphate delta isomerase 1	−3.4	5.34E–04	–	Cholesterol Biosynthesis	–	–
***Hmgcs1***	3-hydroxy-3-methylglutaryl-CoA synthase 1	−3.2	1.28E–04	–	Cholesterol Biosynthesis	–	–
***Cyp51a1***	cytochrome P450, family 51, subfamily A, polypeptide 1	−2.9	2.31E–03	–	Cholesterol Biosynthesis	Cytochhrome P450 dependent enzyme activities in the brain were reduced in both LPS induced and EAE models of inflammation in astrocytes in LPS induced inflammation.	[70]
***Msmo1***	methylsterol monooxygenase 1	−2.4	4.67E–04	–	Cholesterol Biosynthesis	–	–
***Sc5dl***	sterol-C5-desaturase	−2.2	1.07E–03	–	Cholesterol Biosynthesis	–	–
***Sqle***	squalene epoxidase	−2.1	2.58E–03	–	Cholesterol Biosynthesis	–	–
***Npy***	neuropeptide Y	−2.1	3.00E–04	*EAE25*	Cellular growth and proliferation	***Npy*** maps to a gene regipon that regulates EAE and suppresses EAE in the rat.	[71]; [72]
***Ptn***	pleiotrophin	−2.1	7.33E–04	–	Cellular growth and proliferation	***Ptn*** found to be up-regulated in recovery from EAE in the rat.	[73]
***Sept3***	septin 3	−2.1	5.28E–04	–	Cellular growth and proliferation	–	–
***Gjb1***	gap junction protein, beta 1	−2.0	1.08E–03	–	Cell-cell signalling and Interaction	***Gjb1*** (Connexin32) null mice develop demyelinating peripheral neuropathy	[74]
***Grb14***	growth factor receptor-bound protein 14	−2.1	5.55E–04	*Neuinf1*	Cell-cell signalling and Interaction	***Grb14*** maps to a gene region regulating the inflammatory microglial response in the rat.	[75]
***Hnmt***	histamine N-methyltransferase	−2.8	6.78E–04	–	Cell-cell signalling and Interaction	–	–
***Il1rapl1***	interleukin 1 receptor accessory protein-like 1	−2.5	2.29E–04	–	Cell-cell signalling and Interaction	–	–
***Nlgn1***	neuroligin 1	−2.0	9.21E–04	–	Cell-cell signalling and Interaction		–
***Ppp1r14c***	protein phosphatase 1, regulatory (inhibitor) subunit 14C	−2.2	1.74E–03	*Neuinf 4*	Cell-cell signalling and Interaction	***Ppp1r14c*** maps to a gene region regulating the inflammatory microglial response in the rat.	[75]
***Trhr***	thyrotropin-releasing hormone receptor	−2.5	1.82E–03	–	Cell-cell signalling and Interaction	–	–
***Ugt8***	UDP glycosyltransferase 8	−2.2	3.64E–03	–	Myelination	–	–
***Gal***	-galanin prepropeptide	−2.2	1.20E–04	*EAE6*	Inflammatory Response	***Gal*** maps to a gene region in the rat associated with models of rheumatoid arthritis and EAE.	[45]
***Galnt13***	**-**UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 13 (GalNAc-T13)	−2.8	1.66E–03	–	Post translational protein modification	–	–

**Figure 3:**
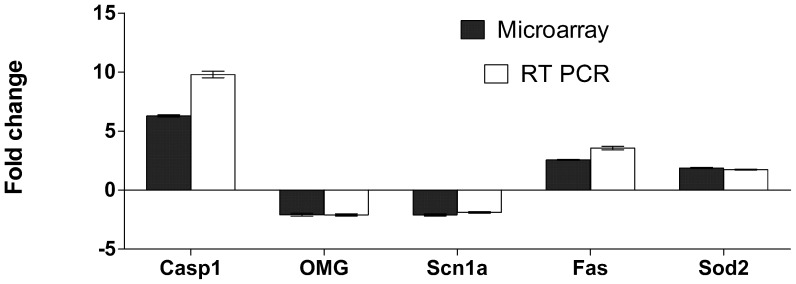
RT- PCR validation of 5 genes expressed differentially in the spinal cords of Lewis rats with MBP induced EAE. Tissue samples were snap frozen in liquid nitrogen and stored at −80°C prior to total RNA preparation using the QIAGEN RNeasy Lipid tissue kit. RNA quality analysis was carried out on the BioRadExperion automated electrophoresis system. All preparations used in both assays had RNA quality indicator (RQI) values of >9.5. For RT-PCR, total RNA was reverse transcribed and amplified as described in the methods. Analysis of selected genes up or down regulated at the peak of disease in EAE. Bars represent the average fold change between expression in the spinal cord level at peak of disease compared to normal healthy animals (+/− SEMs, Microarray n  = 4, RT-PCR n  = 8). Dark columns represent fold change derived from the microarray data. Similar amplification patterns were obtained from RT-PCR amplification of the same total RNA samples and a second set of 4 animals samples at an identical time point.

### c) Biological Functions Most Significantly Regulated in MBP-EAE

The functional predictions that are generated from IPA are based on the direction of expression of a number of downstream genes which have been previously shown to be associated with that function. The functions that are most significantly altered in MBP-EAE are shown in Tables 3 and 4. 

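Genes listed as markers of reactive astrocytes and of microglia were higher in MBP-EAE. Among the 17 measured genes of the reactive astrocyte list, 13 were higher and 0 lower (13 and 1 when adjusted over the list alone; camera adjusted p = 1.21e-12, and adjusted p = 0.0210 with an estimated correlation). The chitinase-like protein Chi3l1 was 8.95-fold higher (log2 fold change 3.16, SE 0.22, adjusted p = 3.33e-06). The intermediate filament genes that mark reactive astrocytes, Vim and Gfap, were 3.55-fold higher (adjusted p = 1.54e-05) and 1.61-fold higher (adjusted p = 0.00451). Several genes of the list are also made by other cells.
All 5 measured genes of the homeostatic microglia list were higher (5 when adjusted over the list alone, and 4 with batches recovered from Table S1 as a term in limma; camera adjusted p = 5.47e-06, and adjusted p = 0.0226 with an estimated correlation). Among them were P2ry12, a purine receptor of resting microglia (2.24-fold, adjusted p = 4.04e-05), and Selplg (2.39-fold, adjusted p = 0.0403). Selplg and others of the list are also made by infiltrating leukocytes, and 9 of 10 monocyte and macrophage markers were higher in the same cords. Selplg was not called without rat 194, 195, 196, 217, 219 or 241 (adjusted p = 0.0538 to 0.105).
Table 3 lists 42 entries of genes behind the predicted functions, of which 34 could be matched to a named gene. Of these, 27 were changed in the direction the table gives, 7 were not called and none was called in the opposite direction. These genes were chosen on the same arrays.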

The functions that are predicted to be up-regulated include activation of central nervous system cells, cell death or apoptosis (of leukocytes, microglia and dopaminergic neurons), formation of amyloid fibrils, and proliferation of oligodendrocyte precursor cells. The functions that are predicted to be down-regulated include long term-potentiation, neurotransmission, synaptic transmission, quantity of vesicles and delay in the death of neurons.

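Of the 76 entries in Table 4, 67 could be matched to a named gene, and 59 of these were changed in the direction listed, 7 were not called and 1, Ncf1, was called in the opposite direction. The table was drawn from the same arrays and is not independent evidence. Genes of excitatory and inhibitory receptors were lower in MBP-EAE. Of 15 measured subunits of ionotropic glutamate receptors, 11 were lower and 0 higher (13 lower when adjusted over the list alone). Camera gave an adjusted p of 2.17e-05, and the adjusted p was 0.110 with an estimated correlation. The kainate receptor subunit Grik2 was 1.91-fold lower (log2 fold change -0.93, SE 0.11, adjusted p = 0.000169). The number lower was 6 with batches recovered from Table S1 as a term in limma.
Among 17 measured GABA and glycine receptor genes, 9 were lower and 0 higher (10 lower when adjusted over the list alone; camera adjusted p = 0.000450, and adjusted p = 0.0419 with an estimated correlation). The largest fall was that of Gabrg1, at 2.61-fold (SE 0.21 on the log2 scale, adjusted p = 0.00105), followed by Gabra4 at 1.88-fold (adjusted p = 0.000491). The glycine receptor subunit Glrb was 1.83-fold lower (adjusted p = 0.000178). With the batch term 5 of the 17 were lower. In the same cords the macrophage gene Adgre1 was 16.9-fold higher (adjusted p = 8.62e-09).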

**Table 3:** Cellular functions significantly up-regulated in MBP induced EAE in the Lewis rat.

Function	Prediction	No of genes in direction of prediction	Z score	Overlap p-value	Genes for which expression direction predicts an increase in function*	Genes for which expression direction predicts a decrease in function	Genes which affect the function
Activation of central nervous system cells	Increased	*9 of 12*	2.268	2.83E–03	***Il1b,Gfap, Ptgs2, Vim, Il1rn, Cebpb, Tlr2, Tlr4***, *Npc1*	*Kcnj10,Ace*	*Gjd2*
Activation of astrocytes	Increased	*9 of 10*	*2.595*	*1.55E–03*	***Il1b,Gfap, Ptgs2, Vim, Il1rn, Cebpb, Tlr2, Tlr4***, *Npc1*	*Kcnj10,Ace*	
Apoptosis of leukocytes	Increased	*82 of 136*	*2.328*	*2.06–06*	***Tnfrsf1a, Fas, Irf1, Myd88, Lcn2, Tlr2, Tlr4, Stat1***	***Irgm***	***Casp3, Casp4***
Apoptosis of microglia	Increased	*7 of 9*	*2.570*	*1.08–06*	***Fas, Irf1, Myd88, Lcn2, Tlr2, Tlr4, Stat1***	***Casp3, Casp4***	
Cell death of dopaminergic neurons	Increased	*10 of 13*	*2.071*	*4.94E–04*	*Park2, Ppargc1a*, TRB@, ***Cd4, Casp7, Casp8*** **,** *Lep* **, ** ***Casp3,*** * Shh, Mapk8ip1,*	*Snca* **, ** ***Cybb*** **,**	***Fas***
Formation of amyloid fibrils	Increased	*5 of 6*	*2.213*	*4.55E–03*	***Tnfrsf1a*** **,** *Mme*, ***Apoe,*** * Apba2*, ***Sod2***		***Psen1***
Proliferation of oligodendrocyte precursor cells	Increased	*5 of 5*	*2.236*	*7.83E–03*	***Cxcl2, Rps6kb2*** **,** *Thrb, * ***Igf1*** **,** *Plp1*		

* **Gene abbreviations are given in Tables S1 and S2.** Gene names in **Bold** indicate increased expression in EAE, normal italic font indicates decreased expression.

### d) Canonical Pathways Regulated in MBP-EAE

A number of Canonical pathways were identified in IPA as being significantly regulated in MBP-EAE, based on the expression profile of genes in MBP treated animals compared to healthy controls. These are shown in Figure 4. These include immune related pathways and neural pathways. 

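Of the 64 lists tested, 29 were higher and 20 lower in MBP-EAE at a camera adjusted p under 0.05. With an estimated correlation between genes in place of the preset one, 14 stayed higher and 2 stayed lower. The lists that were higher mostly hold genes of immune cells or their responses, and those that were lower mostly hold genes of neurones and oligodendrocytes.
All 6 measured genes of Toll-like receptor signalling were higher (6 when adjusted over the list alone, and 5 with batches recovered from Table S1 as a term in limma). Camera gave an adjusted p of 2.53e-08, and the adjusted p was 0.0225 with an estimated correlation. Among the 6 was Cd14, a co-receptor for bacterial lipopolysaccharide (4.07-fold, adjusted p = 0.000170).
Ion channel genes were lower. Of 28 measured genes of voltage-gated potassium channels, 15 were lower and 0 higher (15 lower when adjusted over the list alone; camera adjusted p = 1.05e-05, and adjusted p = 0.0420 with an estimated correlation). The largest falls were of Kcnh7 (2.02-fold, adjusted p = 0.000294) and Kcnc2 (1.73-fold, adjusted p = 0.000417). Voltage-gated calcium channels had 10 of 23 genes lower (10 when adjusted over the list alone; camera adjusted p = 0.00174, and adjusted p = 0.110 with an estimated correlation), with Cacna2d1 1.91-fold lower (adjusted p = 0.000173). For voltage-gated sodium channels, 3 of 8 were lower (3 when adjusted over the list alone; camera adjusted p = 0.0260, and adjusted p = 0.110 with an estimated correlation), with Scn4b at 1.63-fold (adjusted p = 0.000307). Synaptic adhesion and scaffold genes were lower in 15 of 25 cases (17 when adjusted over the list alone; camera adjusted p = 2.96e-06, and adjusted p = 0.0748 with an estimated correlation), with Il1rapl1 2.32-fold lower (adjusted p = 5.59e-05). With batches recovered from Table S1 as a term in limma, 8 of the potassium, 2 of the calcium and 2 of the sodium channel genes and 9 of the synaptic genes were lower. Centring the arrays on the RT-PCR reference genes ended the sodium channel call (adjusted p = 0.230), as did the fit within batch 3, recovered from Table S1 (adjusted p = 0.126). In the same cords the leukocyte gene Ptprc was 17.1-fold higher (adjusted p = 3.47e-09).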

The details of some of the pathways that were regulated are shown in Figures S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, S19, S20.

**Table 4:** Cellular Functions significantly down-regulated in MBP induced EAE in the Lewis rat.

Function	Prediction	No of genes in direction of prediction	Z score	Overlap p value	Genes for which expression direction predicts a decrease in function*	Genes for which expression direction predicts an increase in function	Genes which affect the function
Long term-potentiation	Decreased	*28 of 43*	−*2.397*	*2.49E–06*	*Chrnb2, Rhob, Gnaq*, ***Il1b***, ***Ptk2b***, *Grin1,* ***Itpr1*** *, Kcna4, Reln, Vldlr,* ***ApoE***, *Grin2a, Grik1, Snca, Gucy1a3, Ppp1r1a, Rab3a,* ***B2m*** *, * ***Psen1***, *Grik2, Rims1, Chrna7,* ***Tap1*** **,** *Ppp1r1b, Cplx2, Pcdh8, Jph4, Adcy8*	*Ppp3r1, Gria2, Nrg1, Pcp4*, *Mgll*, ***Cybb*** *, * ***Il1rn*** *, Erbb4*, *Gal, Dlg4, Gria3*, ***Casp1***, *Omg*, *Ncf1*	***Tlr4***
Neurotransmission	Decreased	*13 of 26*	−*2.043*	*4.79E–03*	*Park2* ***, Il1b***, *Grin1*,*Grik1,Grm5*, ***Psen1***, *Grik2, Htr1a,Gria3,* ***Snap29*** **,** *Cacna1b, Slc8a3, Nlgn1*	*Gria2*, *Gal,*	*Chrna7*, *Chrm3,* ***Nqo1***, *Rab3a, Slc5a7, Snca*, ***Apo1***, *Chrna3, Chrnb2*
Synaptic transmission	Decreased	*10 of 12*	−*2.578*	*2.45E–02*	*Grin1,Grik1, Grm5*, ***Psen1***, *Grik2, Htr1a, Gria3,* ***Snap29*** **,** *Slc8a3*, *Nlgn1*	*Gria2, Gal*,	*Chrna7, Chrm3*, ***Nqo1***, *Rab3a, Slc5a7, Scna*, ***Apoe***, *Chrna3, Chrnb2*
Quantity of vesicles	Decreased	*7 of 8*	−*2.137*	*7.33E –03*	***Grn***, *Snca*, ***Bm2***, *Ptprn, Rims1*, ***Tap1***, *Syn1*,	***Abc1a***	
Quantity of dendritic spines	Decreased	*7 of 9*	*score -2.044*	*3.08E–03*	*Rhob, Grin1*, ***Gda***, *Pfn2, Il1rapl1*, ***Lcn2***, *Akap5,*	***Mark2***	*Arhgef7*
Size of axons	Decreased	*4 of 4*	−*2.000*	*1.24E–04*	*Nefm, Sod1, Nefh, Nefl*		
Delay in the death of neurons	Decreased	*4 of 4*	−*2.000*	*4.56E–02*	***Tp53*** **, ** ***Casp2, Casp3*** **, ** ***Bak1***		

* **Gene abbreviations are given in Tables S1 and S2.**Gene names in **Bold** indicate increased expression in EAE, normal italic font indicates decreased expression.

**Figure 4:**
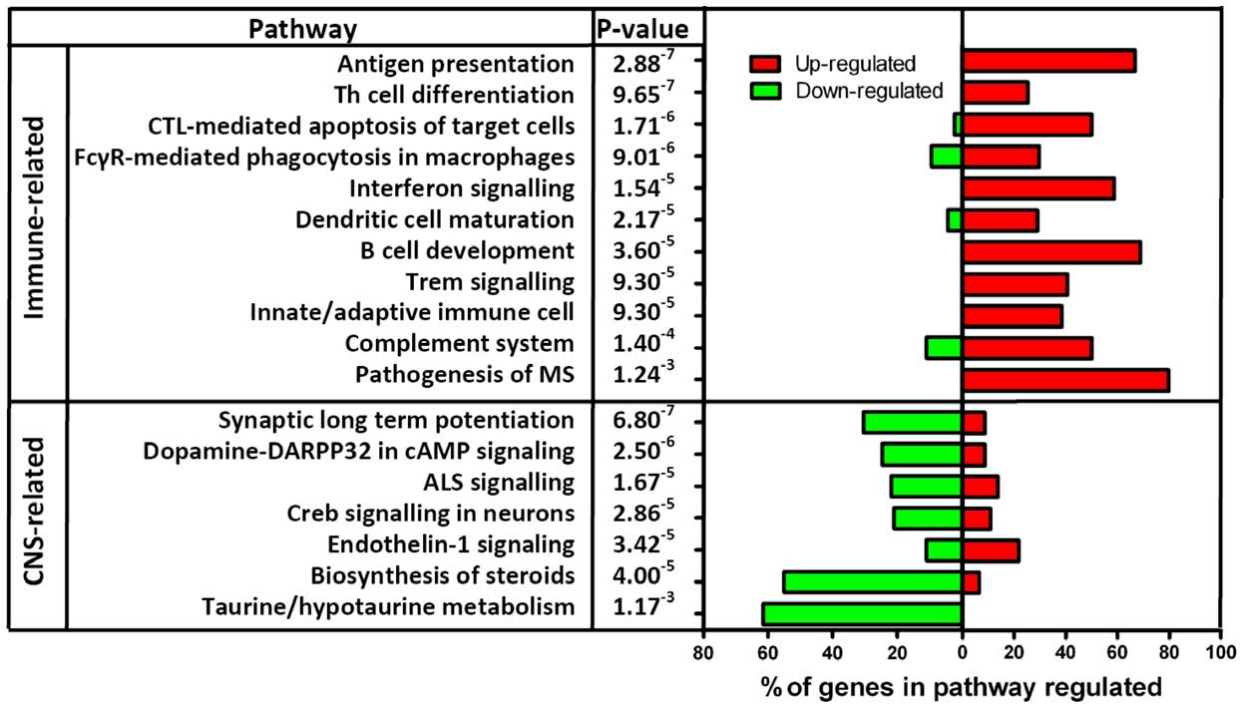
Summary of Canonical pathways that are regulated in MBP-EAE. The most regulated canonical pathways are listed. The percentage of genes of each specific pathway that are up-regulated are shown in red and the percentage of genes that are down-regulated are shown in green. The genes involved in each pathway are shown in individual supplementary figures.

### e) Upstream Factors Predicted to be Regulated in MBP-EAE

From IPA we have identified the upstream regulators that are predicted to be activated or inactivated in MBP-EAE. These are shown in Table 5. These include Sirtuin 2, stat1 and presenilin 2.

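The transcripts of the predicted regulators did not all move with the prediction. Among the regulators of Table 5 that have a named cluster of their own, Il1b was higher in MBP-EAE (log2 fold change 2.22, SE 0.19, adjusted p = 1.54e-05), and Tnfrsf1a (0.84, SE 0.11, adjusted p = 0.000351) and Parp1 (0.65, SE 0.09, adjusted p = 0.000714) were also higher. These 3 are predicted to be activated. Nfe2l2, predicted to be inhibited, was higher (1.86, SE 0.16, adjusted p = 1.72e-05), as Table 5 also gives, and the zinc transporter Slc30a3, predicted to be inhibited, was lower (-0.39, SE 0.10, adjusted p = 0.0177). Tnf (0.35, SE 0.14, adjusted p = 0.0903), Mapt (-0.39, SE 0.15, adjusted p = 0.0868), Crebbp (0.40, SE 0.14, adjusted p = 0.0577) and the glucocorticoid receptor Nr3c1 (-0.0038, SE 0.10, adjusted p = 0.982) did not pass the threshold. Slc30a3 was not called without rat 217 (adjusted p = 0.0627). Tnf passed the threshold without rat 195 (adjusted p = 0.0482). Mapt passed the threshold without rat 195 (adjusted p = 0.0170). Crebbp passed the threshold without rat 193 (adjusted p = 0.0237).
All 12 named targets of Tnf were higher, with a median log2 fold change of 1.24, as were 13 of 16 named targets of Il1b, with a median of 1.14. Of the 16 named targets of Nfe2l2, 11 were lower and 4 higher, with a median of -0.34. The paper's prediction rests on the direction of such targets, which it took from these arrays.

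**Figure D2:**
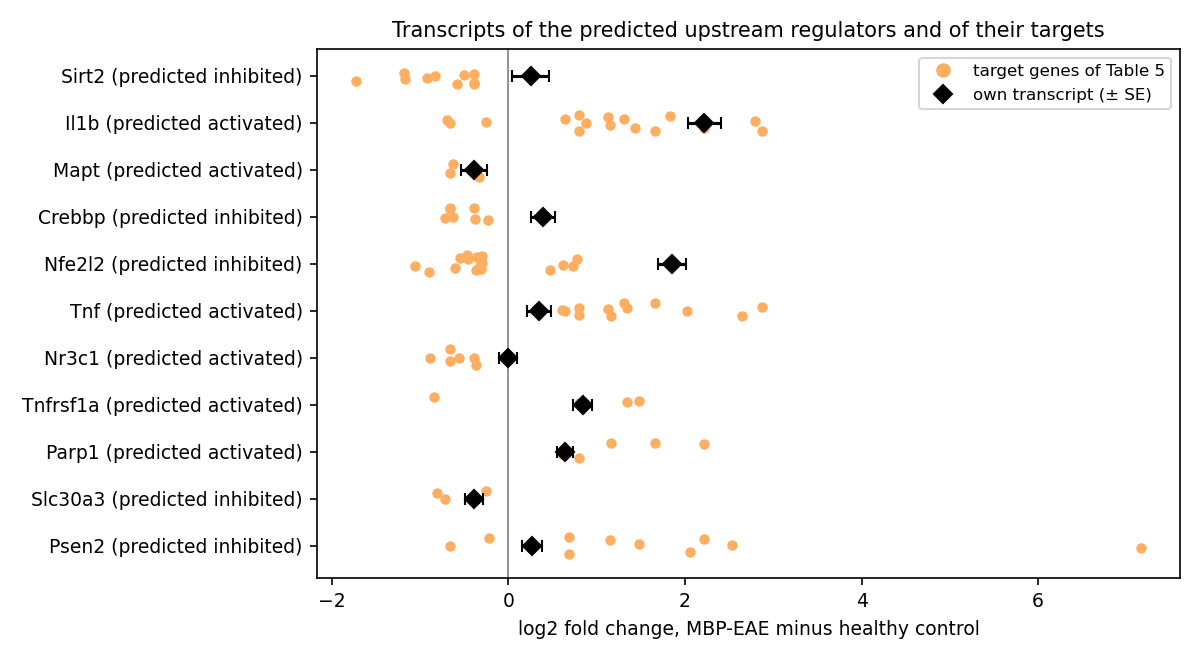
Log2 fold changes (MBP-EAE minus healthy control, 4 rats each) of the transcripts of the regulators in Table 5 (black diamonds, with the standard error) and of the target genes the table lists for each (orange points, 1 per gene); the prediction in brackets is the paper's. The targets of Sirt2 and Crebbp lie below 0 and those of Tnf and Parp1 above 0, while the transcript of Nfe2l2, predicted to be inhibited, lies at 1.86.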

## Discussion

In this study, using female Lewis rats, we have investigated the expression of genes in MBP-EAE compared to controls. We have studied rats at day 13, which is the peak of clinical disease, when processes that lead to recovery are under way. The pathology of MBP-EAE involves infiltration of the CNS with macrophages and activated T lymphocytes [27]. There are morphological changes in microglia and astrocytes and there is demyelination of axons and axonal transaction. Consistent with this, we have found that MBP-EAE is associated with changes in expression of genes and biological functions of the immune system and also of the nervous system. 

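Genes of infiltrating and resident myeloid cells were higher in the MBP-EAE cords, and genes of myelinating cells were lower. Of 10 measured monocyte and macrophage markers, 9 were higher (10 when adjusted over the list alone), with a median log2 fold change of 3.85 (camera adjusted p = 1.68e-16, and adjusted p = 0.0210 with an estimated correlation). The chemokine receptor Ccr2, found on inflammatory monocytes, was 29.9-fold higher (log2 fold change 4.90, SE 0.26, adjusted p = 4.90e-07) and the lysozyme gene Lyz2 was 17.8-fold higher (adjusted p = 1.44e-07).
T cell markers were higher in 8 of 12 cases (9 when adjusted over the list alone; camera adjusted p = 5.72e-08, and adjusted p = 0.125 with an estimated correlation). Cd3d, a chain of the T cell receptor complex, was 3.94-fold higher (log2 fold change 1.98, SE 0.18, adjusted p = 3.07e-05).
Of 21 measured markers of mature oligodendrocytes, 14 were lower and 0 higher (17 lower when adjusted over the list alone), with a median log2 fold change of -0.58 (camera adjusted p = 2.92e-05, and adjusted p = 0.234 with an estimated correlation). Ugt8, which makes the myelin lipid galactosylceramide, was 2.26-fold lower (adjusted p = 0.000223), Gjb1 was 2.08-fold lower (adjusted p = 6.58e-05) and the transcription factor gene St18 was 1.96-fold lower (adjusted p = 0.000412). Among 14 myelin protein genes, 7 were lower (8 when adjusted over the list alone; camera adjusted p = 0.00825, and adjusted p = 0.450 with an estimated correlation), including Opalin (1.93-fold, adjusted p = 0.00694) and Mbp (1.51-fold, adjusted p = 0.00230). Without healthy rat 193 the camera adjusted p of the myelin protein list was 0.0512, and within 4 rats of a processing batch recovered from Table S1 it was 0.142.
Astrocyte markers went both ways, with 3 of 13 higher, 2 lower and 8 not called (3 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.957). The glutamate transporter Slc1a3 was 2.22-fold higher (adjusted p = 0.00142) and the proteoglycan gene Bcan was 1.55-fold lower (adjusted p = 0.0134). The median of the list was -0.23 and its mean -0.039. The paper sets these changes beside the pathology of MBP-EAE, with its infiltrate, glial changes and demyelination, and concludes that genes of the immune system and of the nervous system both change.

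**Figure D3:**
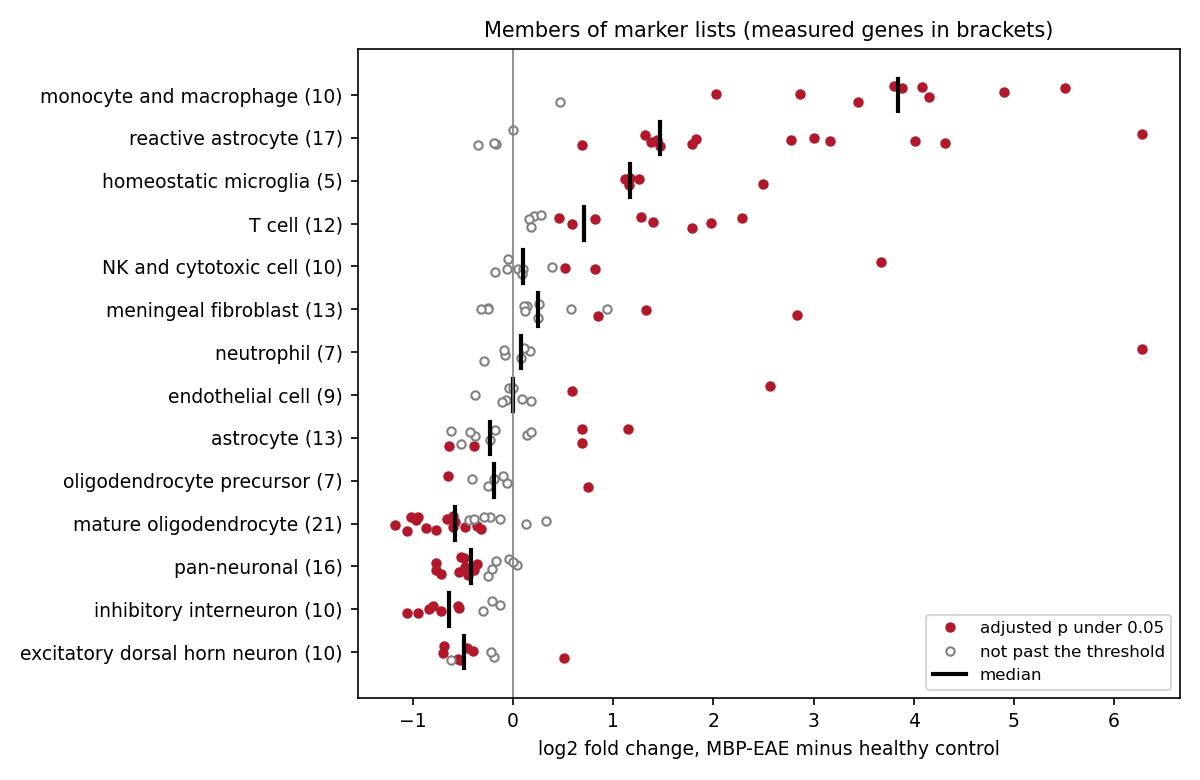
Log2 fold change (MBP-EAE minus healthy control, 4 rats each) of each measured gene in marker lists of cell types; filled points passed an adjusted p under 0.05, open points did not, and vertical bars are list medians. The monocyte and macrophage list has a median of 3.85, and the mature oligodendrocyte list has 14 of 21 filled points below 0.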

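Of 11 measured genes of MHC class II presentation, 10 were higher and 0 lower in MBP-EAE (10 higher when adjusted over the list alone), with a median log2 fold change of 2.98 (camera adjusted p = 3.71e-16, and adjusted p = 0.0226 with an estimated correlation). Cd74, the invariant chain that guides class II molecules to the endosome, had the largest rise on the arrays, from a log2 value of 4.52 ± 0.12 (SD, n = 4) in healthy controls to 11.68 ± 0.13 (SD, n = 4), which is 143-fold (log2 fold change 7.16, SE 0.11, adjusted p = 1.25e-10). The alpha chain gene RT1-Da rose 121-fold (log2 fold change 6.92, SE 0.14, adjusted p = 9.46e-10). RT1-Ba was 32.6-fold higher (adjusted p = 9.46e-10) and RT1-Bb 16.3-fold higher (adjusted p = 2.43e-07). The rises of these 4 genes far exceeded the spread between the rats of either group. RT1 genes are a multigene family, and probes of 1 member could also bind transcripts of another.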

We found markedly increased expression of MHC class II molecules and other immune related genes. This is consistent with the pathological findings of upregulation of MHC class II molecules and infiltration with immune cells [14]. Micro-array analysis of C57/BL6 mice with EAE induced with myelin-oligodendrocyte protein also found upregulation of numerous genes [23] including MHC class II and immune related genes. 

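Lcn2, which encodes lipocalin 2, a secreted protein that binds bacterial iron carriers, was 77.8-fold higher in MBP-EAE. Its log2 value was 4.30 ± 0.12 (SD, n = 4) in healthy controls and 10.59 ± 0.31 (SD, n = 4) in MBP-EAE (log2 fold change 6.28, SE 0.15, adjusted p = 2.77e-09 from limma). Of 10 measured genes of iron and haem handling, 3 were higher and 1 lower (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.245). Besides Lcn2 these were the copper protein gene Cp (6.87-fold higher, adjusted p = 1.00e-07), the haem oxygenase gene Hmox1 (2.94-fold higher, adjusted p = 0.000207) and the iron exporter gene Slc40a1 (1.46-fold lower, adjusted p = 0.00315). The list median was -0.14 and its mean 0.89.
Lcn2 is also a granule protein of neutrophils. It was the only gene called among the 7 measured genes of the neutrophil list (1 when adjusted over the list alone; camera adjusted p = 0.193). Centring the arrays on the RT-PCR reference genes brought the camera adjusted p to 0.000534 for the iron list and 0.0226 for the neutrophil list, and the latter was 0.0237 within batch 3, recovered from Table S1. Fry, which tests a list without setting it against other genes, gave an adjusted p of 9.69e-05 and 0.00193, both upward.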

We note increased expression of lipocalin 2, which is a protein that can be involved in the immune response and that has been found to be upregulated in MOG-EAE in DA rats [28] and in C57/BL mice [29].

Genes involved in the inflammatory response and in antigen processing and presentation were some of the most highly regulated genes identified. Cell-cell signalling and interaction and cell movement were also highly represented amongst the most differentially regulated gene transcripts identified. 

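Chemokine genes were higher in MBP-EAE. Of 29 measured chemokines, 13 were higher, 0 lower and 16 not called (13 higher when adjusted over the list alone). The camera adjusted p was 9.91e-09, and the adjusted p was 0.0922 with an estimated correlation. The largest rises included those of Cxcl11, a ligand of Cxcr3 (56.3-fold, log2 fold change 5.81, SE 0.27, adjusted p = 1.73e-07), and of Ccl2, which attracts monocytes (23.8-fold, adjusted p = 5.51e-07). Of 15 measured chemokine receptors, 6 were higher and 0 lower (6 higher when adjusted over the list alone; camera adjusted p = 0.00548, and adjusted p = 0.193 with an estimated correlation), with Cx3cr1 at 5.64-fold (adjusted p = 8.65e-06).
Anxa3 was 7.75-fold higher (log2 fold change 2.95, SE 0.11, adjusted p = 4.28e-08), and 5 of the 8 measured annexins were higher (5 when adjusted over the list alone; camera adjusted p = 2.32e-05, and adjusted p = 0.0667 with an estimated correlation). The fibronectin gene Fn1 was 5.15-fold higher (log2 fold change 2.36, SE 0.22, adjusted p = 3.32e-05). In the matrix remodelling list, which holds Fn1, 9 of 20 genes were higher (10 when adjusted over the list alone; camera adjusted p = 8.46e-06, and adjusted p = 0.0307 with an estimated correlation), with the protease inhibitor Timp1 at 8.01-fold (adjusted p = 4.38e-08).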

A number of chemokines and their receptors, annexin 3A and fibronectin were all up-regulated more than four-fold in the diseased spinal cords. Cellular growth factors, notably IL2-α and the common gamma chain were highly up-regulated as was the inflammatory cytokine IL1-β which is expressed in activated microglial cells [30]. 

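The common gamma chain gene Il2rg, which several interleukin receptors share, rose from a log2 value of 3.66 ± 0.15 (SD, n = 4) to 8.74 ± 0.10 (SD, n = 4), a 33.9-fold difference (log2 fold change 5.08, SE 0.10, adjusted p = 9.46e-10). Il2ra, the alpha chain of the receptor for interleukin 2, was 7.44-fold higher (log2 fold change 2.90, SE 0.16, adjusted p = 5.00e-07). The transcript of the cytokine Il2 itself was 1.40-fold lower (log2 fold change -0.49, SE 0.14, adjusted p = 0.0254). Il2 was not called without rat 196, 217 or 241 (adjusted p = 0.0649 to 0.0791). Il1b rose from 4.29 ± 0.34 (SD, n = 4) to 6.51 ± 0.27 (SD, n = 4) and was 4.66-fold higher.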

IL18, the IL1 receptor agonist IL1rn, the interleukin receptors IL1r1, IL4r, IL6r, and the interferon gamma inducible cytokine IL18 were all moderately up-regulated (Table S1).

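Of the 25 measured cytokine receptor genes, 14 were higher and 0 lower in MBP-EAE (15 higher when adjusted over the list alone; camera adjusted p = 2.79e-10, and adjusted p = 0.0201 with an estimated correlation). Il1r1 was 2.16-fold higher (adjusted p = 0.00391) and Il4r was 1.41-fold higher (adjusted p = 0.00992). Il6r had a log2 fold change of 0.30 (SE 0.11) and did not pass the threshold (adjusted p = 0.0802). Il6r passed the threshold without rat 195 (adjusted p = 0.0331). The gamma interferon receptor chain Ifngr1 was 3.85-fold higher (adjusted p = 4.79e-06).
The cytokines themselves went both ways. Of 31 measured, 8 were higher and 3 lower (8 and 5 when adjusted over the list alone; camera adjusted p = 0.0336, upward, and adjusted p = 0.433 with an estimated correlation). The receptor antagonist Il1rn was 6.93-fold higher (log2 fold change 2.79, SE 0.23, adjusted p = 1.54e-05), Il1a 7.17-fold higher (adjusted p = 2.13e-08) and Il18 1.94-fold higher (adjusted p = 8.35e-05). The 3 that were lower were Il12a, Il2 and Csf3 (1.26-fold, adjusted p = 0.0427). Csf3 was not called without rat 194, 195, 196, 217, 218 or 241 (adjusted p = 0.0543 to 0.121). The camera call of the cytokine list was lost without healthy rat 193 (adjusted p = 0.0740), without MBP-EAE rat 218 (adjusted p = 0.0539), after cyclic loess (adjusted p = 0.0564), with the dimmest clusters left out by the milder filter (adjusted p = 0.0598), with array weights (adjusted p = 0.0792), without genes of another list (adjusted p = 0.241) and within batch 1, recovered from Table S1 (adjusted p = 0.0923). Its median was -0.015 and its mean 0.28.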

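Complement genes of the early steps were higher in MBP-EAE. Of 7 measured genes of the classical pathway and C4, 5 were higher and 0 lower (5 higher when adjusted over the list alone; camera adjusted p = 2.74e-06, and adjusted p = 0.0210 with an estimated correlation). Serping1, the inhibitor of the C1 proteases, was 19.9-fold higher (log2 fold change 4.31, SE 0.20, adjusted p = 1.86e-07). The chains of C1q were higher as well, with C1qc 11.0-fold (adjusted p = 1.62e-07), C1qa 5.78-fold (adjusted p = 5.07e-07) and C1qb 4.66-fold (adjusted p = 8.50e-06).
In the alternative pathway list both measured genes were higher (2 when adjusted over the list alone), with C3 27.0-fold (log2 fold change 4.76, SE 0.17, adjusted p = 2.60e-08) and factor B, Cfb, 4.61-fold (adjusted p = 1.60e-06). Among 5 receptors and surface regulators, 3 were higher (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0166, and adjusted p = 0.106 with an estimated correlation), including the C3a receptor C3ar1 at 4.17-fold (adjusted p = 1.54e-05). The camera call of this list was lost within batch 3, recovered from Table S1 (adjusted p = 0.0534).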

The regulation of key components of the classical (C1q, C4, C3b, Serping1) and alternative (C3, Cfb) complement pathways and the complement component 3a receptor 1 (3ar1), but not molecules in the terminal pathway, is in accordance with previous studies which indicate that the common terminal pathway (culminating in the membrane attack complex) is not important for the development of fulminant demyelinating EAE [31].

Genes associated with apoptosis which were highly regulated in our data set include the apoptosis related serine peptidases (Caspases) which have all been associated with disease in various EAE models [32]; [33] and the toll like receptors 2 and 4 (Tlr2, Tlr4) which have previously been found up-regulated in active lesions of MS and MOG induced EAE in the DA rat [34]; [35]. 

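Of 7 measured caspases, 6 were higher and 0 lower in MBP-EAE (6 higher when adjusted over the list alone), with a median log2 fold change of 1.01 (camera adjusted p = 8.37e-07, and adjusted p = 0.0225 with an estimated correlation). Besides Casp1, the largest rises were of Casp4, which acts in inflammation (7.32-fold, log2 fold change 2.87, SE 0.10, adjusted p = 2.25e-08), Casp8, which starts death receptor signalling (4.32-fold, SE 0.10 on the log2 scale, adjusted p = 1.42e-07), and Casp12 (2.01-fold, adjusted p = 0.00219). Tlr2 was 5.77-fold higher (log2 fold change 2.53, SE 0.13, adjusted p = 3.33e-07) and Tlr4 5.18-fold higher (log2 fold change 2.37, SE 0.18, adjusted p = 6.20e-06).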

As mentioned above, the apoptotic inducer lipocalin 2 (Lcn2) [36] which has previously been identified as up-regulated in MOG induced EAE in DA rats [28] and C57BL mice [29] was also highly expressed in MBP-EAE in the present study.

Down-regulation of gene transcripts in MBP induced EAE in the Lewis rat was much more subtle than up-regulation however almost a thousand genes were found to be significantly down-regulated in the model (Table S2). Eighteen of these were down-regulated more than 2-fold, notably including key enzymes in the cholesterol biosynthesis pathway and molecules involved in cellular growth and proliferation, signalling and interaction.

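In the values as deposited, falls were more numerous than rises and smaller. Rises were the more numerous after cyclic loess (1373 against 991), with only the MBP-EAE rats at their highest score (712 against 532) or only those whose score had fallen (629 against 473), with the recovered batches as a term in limma (714 against 605) or in the methods' analysis of variance (444 against 337), and within batch 1 (359 against 43) and batch 3 (396 against 154). The 994 higher clusters had a median log2 fold change of 0.87, which is 1.83-fold, and 5% of them lay above 3.38. The 1280 lower clusters had a median of -0.52, which is 1.44-fold lower, and 5% of them lay below -1.03. Named genes lower by at least 4-fold numbered 1, Hbb-b1, against 139 higher by at least that much. Over all 8793 clusters the median log2 fold change was -0.10. It was -1.31 with the arrays centred on the RT-PCR reference genes, a shift of -1.21, and -0.45 with the arrays shifted by the median deviation of those genes, a shift of -0.35.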

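Of the 16 measured enzymes of cholesterol synthesis, 13 were lower and 0 higher in MBP-EAE (14 lower when adjusted over the list alone), with a median log2 fold change of -0.76. The camera adjusted p was 7.69e-06, and the adjusted p was 0.144 with an estimated correlation. The isomerase Idi1, which acts before the squalene step, was 3.29-fold lower, with log2 values of 7.82 ± 0.25 (SD, n = 4) in healthy controls and 6.10 ± 0.26 (SD, n = 4) in MBP-EAE (log2 fold change -1.72, SE 0.16, adjusted p = 3.82e-05). Cyp51, the lanosterol demethylase, was 3.09-fold lower (log2 fold change -1.63, SE 0.19, adjusted p = 0.000174). Of the 3 measured genes of SREBP2 regulation and LDL uptake, Insig1, itself a target of the sterol-sensing transcription factor, was 2.54-fold lower (log2 fold change -1.35, SE 0.13, adjusted p = 5.75e-05) and Insig2 was 1.44-fold higher (adjusted p = 0.00478), with the same 1 higher and 1 lower when adjusted over the list alone. Of the 16 enzymes, 8 were lower with batches recovered from Table S1 as a term in limma.
In the same arrays 8 of 14 measured genes of cholesterol efflux and LXR targets were higher and 1 lower (8 and 2 when adjusted over the list alone; camera adjusted p = 0.000346, and adjusted p = 0.110 with an estimated correlation). Among them were Soat1, which esterifies cholesterol (4.68-fold, adjusted p = 1.86e-07), and the exporter Abca1 (3.56-fold, adjusted p = 6.53e-05). With the batch term 5 of them were higher and 0 lower. The macrophage markers of the same cords were higher and the oligodendrocyte gene Tspan2 was 1.83-fold lower (adjusted p = 0.00286).

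**Figure D4:**
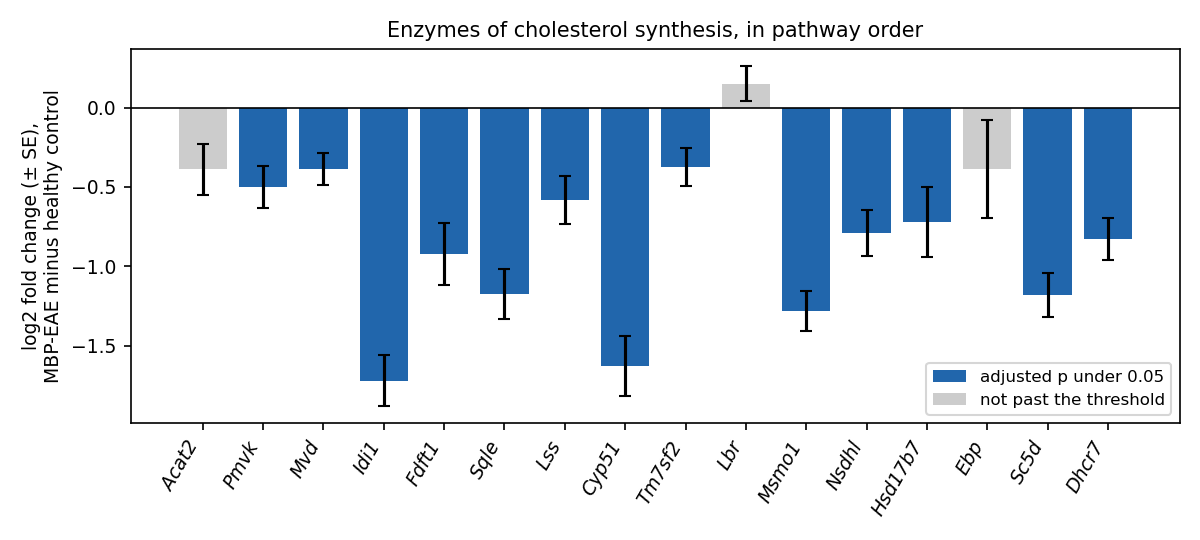
Log2 fold change (MBP-EAE minus healthy control, 4 rats each) of the measured enzymes of cholesterol synthesis, in the order of the pathway; bars are fitted differences, error bars the standard error, and blue bars passed an adjusted p under 0.05. The deepest bars are Idi1 at -1.72 and Cyp51 at -1.63.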

Of the most highly regulated genes in the spinal cord (Tables 1 & 2), many are associated with processes associated with induction of disease, such as cell-cell signalling, chemotaxis antigen presentation, activation of both infiltrating cells such as T-lymphocytes and macrophages and resident astrocytes and microglia. There is also regulation of genes associated with resolution of disease, for example apoptosis of immune infiltrating cells and activated glial cells, and growth and proliferation of oligodendrocyte precursor cells which migrate to the sites of demyelination and differentiate into mature oligodendrocytes able to carry out the remyelination of axonal processes damaged during the inflammatory phase of the disease [37].

**Table 5:** Upstream Regulators.

Gene ID	Gene name	Molecular Type	Predicted Activation State	Fold Change	Activation z-score	p-value of overlap	Gene regulation consistent with activation (Number of genes regulated of all potential gene targets)*	Genes regulation consistent with inhibition (Number of genes regulated of all potential gene targets)
***Sirt2***	Sirtuin2	Transcription regulator	Inhibited	–	−3.317	3.85E–09		*Sqle, Sc5dl, Pmvk, Mvd, Lss,Idi1, Hmgcr, Fnta, Fdft1, Dhcr7,Aacs(11 of 11)*
***IL1b***	interleukin 1, beta	cytokine	Activated	4.8	2.422	6.34E–06	***Vim, Sod2, Serpina3, Ptgs2, Psen1, Plau, Il1rn, Il1b, Igf1,Icam1, Fas, Cxcl2, Csf1, Casp4*** * (14 of 18)*	*Tac1, Snca, * ***Slc1a3*** *, Lep (4 of 18)*
***Mapt***	microtubule-associated protein tau	other	Activated	2.0		9.66E–05	*Pclo, Grin1, Dlgap2, Dlg4 (4 of 46)*	
***Crebbp***	CREB binding protein	Transcription regulator	Inhibited	–	−2.828	1.14E–04		*Grm1, Grin2d, Grin2c, Grin2a, Grin1, Gria3, Gria2, Camk1g*, (8 of 9)
***Stat1***	signal transducer and activator of transcription 1	Transcription regulator	Activated	12.5	2.197	2.27E–04	***Ubd, Stat2, Rsad2, Psmb9, Irf9, Irf8, Irf1, Icam1, Gbp2, Cxcl9, Ceacam1*** * (11 of 15)*	***Ubd, Stat2, Rsad2, Psmb9, Irf9, Irf8, Irf1, Icam1, Gbp2, Cxcl9, Ceacam1*** * (3 of 15)*
***Nfe2l2***	nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)	Transcription regulator	Inhibited	3.8	−2.125	4.04E–04	***Slc7a8, Ptpro, Nucb2,*** * Nqo1 (4 of 21)*	*Vsnl1, Syt5, Syn2, Slc30a4, Scg2, Reln, Pkia, Pafah1b, Kifc2, Hpca, Fgf13, Chgb, Calm1, Calb1 (14 of 21)*
***Tnf***	tumor necrosis factor	cytokine	Activated	–	3.575	7.32E–04	***Vcam1, Stat1, Sp1, Sod2, Ptgs2, Plau, Icam1, Fas, Csf1, Cflar, Cd14, Ccl7, Casp4*** * (13 0f 13)*	
***Tgfbr2***	transforming growth factor, beta receptor II (70/80 kDa)	kinase	Activated	3.1	2.137	1.61E–03	***Tgif1, Stat3*** *, Kcnn2, * ***Gfap, Fn1*** *, Chrm3, * ***Cd44, Cd14, Ccl7*** * (9 of 11)*	***Gja1*** *, Gal (2 of 11)*
***Nr3c1***	nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)	Ligand dependent nuclear receptor	Activated	–	2.626	3.36E–03	*Grm7,Grm5, Grm1, Grin2c, Gria4, Gria3, Gria2 (7 of 11)*	
***Tnfrsf1a***	tumor necrosis factor receptor superfamily, member 1A	Trans-membrane receptor	Activated	1.8	2.000	3.78E–03	***Sod2, P2rx7,*** * Dio2,Cflar (4 of 4)*	
***Parp1***	poly (ADP-ribose) polymerase 1	enzyme	Activated	1.6	2.429	9.30E–03	***Vcam1,Stat1, Sp1, Ptgs2, Il1b, Icam1*** * (6 of 6)*	
***Slc30a3***	solute carrier family 30 (zinc transporter), member 3	transporter	Inhibited	−1.3	−2.000	1.98E–02		*Snap25, Grin2a, Dlg4, Dcx (4 of 4)*
***Psen2***	presenilin 2	peptidase	Inhibited	–	−2.747	3.51E–02	*Gba2 (1 of 11)*	***Klra4*** *, Kcnab2, * ***Gja1, Gfap, Ctss, CD74, Cap1, C3ar1, C1qb, C1qa*** * (10 of 11)*

* **Gene abbreviations are given in Tables S1 and S2.** Gene names in ***Bold*** indicate increased expression in EAE, normal italic font indicates decreased expression.

EAE can only be induced in susceptible animals. In studies of different mouse and rat strains, some genetic loci have been identified as being important in the predisposition to EAE. In our study, many of the genes identified as being differentially regulated found to map to those regions (http://rgd.mcw.edu/).

From IPA, the cellular functions that are regulated can be predicted. The upregulated functions in MBP-EAE included activation of CNS cells, cell death or apoptosis (of immune cells, microglia and dopaminergic neurons), formation of amyloid fibrils, and proliferation of oligodendrocyte precursor cells. Apoptosis is known to be an important function in EAE. Apoptosis of T cells is important in the regulation of MBP-EAE [15]; [16]. Apoptosis of oligodendrocytes could also contribute to pathology in EAE. 

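Of 28 measured genes of death receptor and mitochondrial apoptosis, 10 were higher and 3 lower in MBP-EAE (11 and 6 when adjusted over the list alone). The camera adjusted p was 0.000572, upward, and the adjusted p was 0.234 with an estimated correlation. The list holds genes that act against apoptosis as well as for it. The largest rise was that of Bcl2a1, which inhibits apoptosis (12.4-fold, log2 fold change 3.63, SE 0.18, adjusted p = 2.99e-07), followed by the inhibitor Birc3 (3.81-fold, adjusted p = 3.60e-05). The death ligand gene Tnfsf10 was 3.45-fold higher (adjusted p = 0.00198) and Cflar, which restrains caspase 8, was 2.54-fold higher (adjusted p = 7.95e-06). The 3 lower genes were the inhibitor Xiap (1.36-fold, adjusted p = 0.0491), the nuclease Dffb (1.37-fold, adjusted p = 0.00956) and the mitochondrial flavoprotein Aifm1 (1.30-fold, adjusted p = 0.0130). Xiap was not called without rat 194, 195, 196, 217, 218, 219 or 241 (adjusted p = 0.0563 to 0.133). With batches recovered from Table S1 as a term in limma, 9 genes of the list were higher and 0 lower (adjusted p = 0.0688 for Dffb, 0.0857 for Aifm1 and 0.0946 for Xiap).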

Consistent with this, we have found upregulation of genes associated with apoptosis. 

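Of the 7 measured markers of oligodendrocyte precursor cells, 1 was higher, 1 lower and 5 not called in MBP-EAE (1 and 1 when adjusted over the list alone; camera adjusted p = 0.385). The log2 fold change was negative for 6 of them, and fry gave an adjusted p of 0.00174 downward. The proteoglycan Vcan was 1.68-fold higher (adjusted p = 0.0128) and the transcription factor Sox5 was 1.56-fold lower (adjusted p = 0.000727). Neither gene is made by precursor cells alone.
Genes of the cell cycle were higher in 3 of 12 cases (3 when adjusted over the list alone; camera adjusted p = 0.00226, and adjusted p = 0.276 with an estimated correlation). They were Top2a (4.11-fold, log2 fold change 2.04, SE 0.37, adjusted p = 0.00285), Aurka (2.13-fold, adjusted p = 0.000121) and Aurkb (1.71-fold, adjusted p = 0.000423). Arrays of whole cord do not show which cells were dividing, and T cell and macrophage markers were higher in the same cords.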

Our finding of increased proliferation of oligodendrocyte precursor cells is consistent with the observation that recovery in MBP-EAE is due to restoration of conduction in demyelinated fibres.

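Of 41 measured genes of synaptic vesicle release, 22 were lower and 0 higher in MBP-EAE (32 lower when adjusted over the list alone), with a median log2 fold change of -0.46. Camera gave an adjusted p of 1.32e-08, and the adjusted p was 0.0922 with an estimated correlation. The largest falls were of Rims2, a protein of the release site (1.99-fold, log2 fold change -0.99, SE 0.12, adjusted p = 0.000243), the calcium sensor Syt10 (1.92-fold, adjusted p = 0.0010), the priming factor Unc13c (1.91-fold, adjusted p = 0.000786) and the vesicle GTPase Rab3c (1.89-fold, adjusted p = 0.00110). Among abundant vesicle proteins, Syn1 was 1.45-fold lower (adjusted p = 0.00137). These falls are under 2-fold, while the leukocyte gene Ptprc was 17.1-fold higher in the same cords (adjusted p = 3.47e-09).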

The functions that are predicted to be downregulated include long term-potentiation, neurotransmission, synaptic transmission, quantity of vesicles and delay in the death of neurons. These downregulated functions presumably reflect damage to neural tissue.

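Neuronal genes were modestly lower. Of 16 measured genes shared by most neurones, 10 were lower and 0 higher (11 lower when adjusted over the list alone), with a median log2 fold change of -0.42. Camera gave an adjusted p of 0.000978, and the adjusted p was 0.344 with an estimated correlation. The RNA-binding protein Elavl3 was 1.71-fold lower (log2 fold change -0.77, SE 0.16, adjusted p = 0.00610) and Elavl2 1.64-fold lower (adjusted p = 0.00342). Of the 16, 6 were lower with batches recovered from Table S1 as a term in limma.
Markers of inhibitory interneurones were lower in 7 of 10 cases (8 when adjusted over the list alone; camera adjusted p = 0.000493, and adjusted p = 0.0922 with an estimated correlation), with the calcium-binding protein Calb1 2.08-fold lower (adjusted p = 0.000329) and the neuropeptide Npy 1.92-fold lower (adjusted p = 0.00204). Of 9 motor neurone and cholinergic markers, 3 were lower and 6 not called (3 lower when adjusted over the list alone; camera adjusted p = 0.296, and 0.00321 downward with fry), with the choline transporter Slc5a7 1.72-fold lower (adjusted p = 0.0152). Excitatory dorsal horn markers were lower in 6 of 10 cases and higher in 1 (7 and 1 when adjusted over the list alone; camera adjusted p = 0.0206, and adjusted p = 0.125 with an estimated correlation, and 0.159 with the arrays centred on the RT-PCR reference genes). The gene that was higher, Maf (1.43-fold, adjusted p = 0.00851), encodes a transcription factor also found in macrophages. With the batch term 4 of these markers were lower and 0 higher. In the same cords the phagocyte gene Gpnmb was 15.7-fold higher (adjusted p = 5.29e-08). The paper proposes that the fall of neural functions reflects damage to neural tissue.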

From IPA we also obtained a list of the canonical pathways that were regulated in MBP-EAE. There were changes in immune pathways and neural pathways. The immune related pathways include antigen presentation, T cell differentiation and complement pathways, all of which would be expected to be activated in EAE. The neural related pathways include dopamine feedback of cAMP signalling, Creb signalling in neurones, biosynthesis of steroids and ALS signalling.

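Receptor genes of modulatory transmitters fell in few cases. Of 19 measured genes of dopamine and serotonin receptors and their effector Ppp1r1b, 5 were lower and 14 not called (5 lower when adjusted over the list alone; camera adjusted p = 0.0185, and adjusted p = 0.110 with an estimated correlation). The serotonin receptor Htr1f was 1.84-fold lower (adjusted p = 0.00509). With the arrays centred on the RT-PCR reference genes the camera adjusted p was 0.117. Of 17 nicotinic and muscarinic receptor genes, 4 were lower (8 when adjusted over the list alone; camera adjusted p = 0.0218, and adjusted p = 0.350 with an estimated correlation), with Chrm3 1.54-fold lower (adjusted p = 0.0135). That call was lost without healthy rat 195 (adjusted p = 0.0610), with the arrays centred on the RT-PCR reference genes (adjusted p = 0.167) and within batch 3, recovered from Table S1 (adjusted p = 0.186). With the batches as a term in limma, 2 of the dopamine and serotonin list and 2 of the nicotinic and muscarinic list were lower.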

From IPA we have identified the upstream regulators that are predicted to be activated or inactivated in MBP-EAE. 

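The Sirt2 transcript itself had a log2 value of 7.24 ± 0.45 (SD, n = 4) in healthy controls and 7.49 ± 0.20 (SD, n = 4) in MBP-EAE. The log2 fold change was 0.25 (SE 0.21), which did not pass the threshold (adjusted p = 0.423 from limma). It was -0.95 with the arrays centred on the RT-PCR reference genes (adjusted p = 0.000359), which moved the median of all clusters by -1.21. That move is larger than the median log2 fold change of the reference genes, 0.27. With the arrays shifted by the median deviation of those genes, chosen after seeing the data, the Sirt2 value was -0.098 and not called (adjusted p = 0.670). Table 5 lists 11 targets for Sirt2. All 10 that have a named cluster were lower in MBP-EAE, with a median log2 fold change of -0.71. They are mostly enzymes of sterol synthesis, among them Sqle and Sc5d.
Of the 6 measured sirtuins and presenilin complex genes, 1 was higher and 5 were not called (1 higher when adjusted over the list alone; camera adjusted p = 0.0944). The list was called upward with array weights (adjusted p = 0.0399), without healthy rat 196 (adjusted p = 0.0488) and within batch 1, recovered from Table S1 (adjusted p = 0.0269). The gene that was higher is Ncstn, a part of gamma-secretase (1.42-fold, adjusted p = 0.0283). Ncstn was not called without rat 194, 196, 217, 218 or 241 (adjusted p = 0.0504 to 0.0863). With the batches as a term in limma it was not called (adjusted p = 0.0648).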

The greatest inactivation was predicted in sirtuin 2 (sirt2). Sirt 2 is is a member of the sirtuin family of histone deacetylases and has been shown to have a role in promoting longevity [38]. With proteomic studies, sirtuin 2 has also been found to be downregulated in EAE [39]. Resveratrol which is an agonist of sirt2 has been shown to reduce the severity of EAE [40]. Stat1 is a member of the JAK/STAT group of proteins [41]. Stat 1 regulates genes involved in interferon signalling which is shown in this study to be upregulated in MBP-EAE. 

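Of 28 measured interferon-stimulated genes, 25 were higher and 0 lower in MBP-EAE (25 higher when adjusted over the list alone), with a median log2 fold change of 1.99 (camera adjusted p = 1.09e-26, and adjusted p = 0.0210 with an estimated correlation). The GTPase Ifi47 was 50.8-fold higher (log2 fold change 5.67, SE 0.18, adjusted p = 1.63e-08). The antiviral protein Mx1 was 21.7-fold higher (log2 fold change 4.44, SE 0.50, adjusted p = 0.000133). Irf1, a transcription factor of the gamma interferon response, was 8.28-fold higher (adjusted p = 2.13e-08).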

Presenilin 2 is a member of the gamma-secretase family and is predominantly expressed in neurones where it plays a role in the processing of amyloid precursor protein [42] and was predicted in this study to be downregulated.

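The Psen2 transcript had a log2 fold change of 0.27 (SE 0.12) in MBP-EAE and did not pass the threshold (adjusted p = 0.117). Psen2 passed the threshold without rat 219 (adjusted p = 0.0467). Of the 10 named targets that Table 5 lists for it, 8 were higher, 1 was lower and 1 was not called, with a median log2 fold change of 1.31.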

In conclusion, we have shown that MBP induced EAE alters gene expression in the spinal cord. We have produced a gene expression profile for this model in the Lewis rat which correlates well with the documented characteristics of the disease. Further examination of the pathways and functions regulated should pave the way for future studies into their regulation which may lead to the identification of potential drug targets for enhancement of the resolution of inflammatory disease in the CNS.

## Materials and Methods

### Ethics Statement

This research was approved by the Animal Ethics Committee of the University of Queensland. The approval number was UQCCR/770/08/MSRA.

### Induction of EAE

EAE was induced in 11 wk old female Lewis rats by subcutaneous injection at the base of the tail of 50 µg recombinant MBP, using our standard methods (McCombe et al., 1996). Healthy age-matched unimmunized rats were used as controls. Weakness of the tail, hindlimbs and forelimbs was assessed by grading the degree of weakness of each region separately on a scale of 0 (no weakness) to 4 (total paralysis), as described previously [43]. On each day of examination, the scores from each region were added together to give a total clinical score per rat (maximum total clinical score = 12). Figure 1 shows the typical clinical course of rats with this form of EAE.

### Tissue Collection

On day 13 after inoculation, which is the peak of clinical disease, rats were sacrificed and the spinal cord was excised from the spinal column by insufflation using a large bore blunt ended needle and a 60 ml syringe. Figure 1B shows the clinical course of these rats up to the day of sacrifice. Tissue was snap frozen in liquid nitrogen prior to being stored at −80°C. Four rats in each group were used for micro-array analysis and a total of 8 rats in each group were used for rt-PCR.

### RNA Extraction

Total RNA was extracted from tissues using QIAGEN RNeasy® Lipid tissue Midi kits as per the manufactures instructions and treated with DNase1 (QIAGEN) to remove all traces of genomic DNA prior to storage at −80°C. The RNA quality analysis was carried out using the BioRadExperion automated gel electrophoresis system (BioRad Laboratories Inc.).

### Array Hybridization

For each group, 4 biological replicates were used. cDNA synthesis and amplification was performed using the Applause WT-Amp Plus ST kit (NuGEN). Samples were enzymatically fragmented and biotinylated using the Encore Biotin Module labelling kit (NuGEN). Samples were hybridized to AffimetrixGeneChip Rat Exon 1.0 ST Arrays as per the manufacturer’s instructions. Briefly, 5 µg of fragmented biotinylated ssDNA was hybridised for 16 hrs at 45°C, 60 rpm to the array chip. After 16 hrs GeneChips were washed on a FS_450 Fluidics station using the washing script FS450_0001 with buffers and stains supplied with the GeneChip Hybridisation, Wash and Stain Kit from Affymetrix.

### Data Acquisition and Analysis

Data was acquired on a 7G GeneChip Scanner 3000 and.CEL file generation performed using AGCC. Expression Console with Robust Multi-chip Average (RMA) was used initially to extract probe intensity data. This data was used to access Affimetrix supplied PolyA and Eucaryotic Hybridisation controls to confirm consistent processing of the RNA samples. Subsequent statistical analysis was performed in Partek Genomics Suite – Version 6.110801 (Partek Inc. St Louis, MO). The Affymetrix RaEx-1_0-st-v1.r2.dt.core.mps was used to filter probe sets. RMA background correction was applied including pre-background adjustment for GC content and quantile normalization across all chips in the experiment. Probe data was log2 transformed.

### Gene Level Expression Analysis

For gene transcript expression analysis, core probe sets were averaged for each gene. The significance of differences in gene expression between the EAE and healthy control data sets was evaluated by analysis of variance (ANOVA) that compared the controls and normal rats and investigated the effect of different batches. 

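Neither the text nor the labels say which rat belonged to which batch. The batches were recovered after seeing the data, from the folds and p-values of Table S1. Each of its 666 folds is, to within 0.00064 on the log2 scale, the same weighted sum of the 8 deposited values, and only 1 grouping of the rats gives both these weights and the p-values. It places healthy rats 193 and 195 with MBP-EAE rats 217 and 241 in batch 1, healthy rat 194 alone in batch 2, and healthy rat 196 with MBP-EAE rats 218 and 219 in batch 3. With a batch of its own, rat 194 does not enter the fold. In an analysis of variance with group and these batches, 85 clusters (0.967%) had a batch effect at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05.
In limma with the batches as a term, 1319 clusters were changed, 714 higher and 605 lower. Within batch 1 alone there were 402, and within batch 3, where the lone healthy rat is taken to vary like the others, there were 550. Within batches 1 and 3, the median log2 fold change of MHC class II genes was 3.16 and 2.86, that of interferon-stimulated genes 1.92 and 2.23, that of cholesterol synthesis enzymes -0.59 and -0.74, and that of synaptic vesicle genes -0.39 and -0.49. For mature oligodendrocyte markers it was -0.43 and -0.72, and for pan-neuronal genes -0.29 and -0.52.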

There was no significant batch effect in this study.

Although we are aware that the data may not be distributed normally and that a reduced homogeneity of variance may exist, the alternative non-parametric tests such as the Kruskal Wallis analysis would not produce the ratio of means required to identify statistically significant functional categories and pathways and make predictions about the possible downstream functional effects of fold change for various groups of genes. As a result, the above violations to the assumptions made by this analysis were considered to be adequately compensated for by the robust nature of the analysis. We have produced a list of all the genes that are regulated in EAE, and also a smaller list of the genes that are most highly regulated in MBP-EAE.

### Functional Association Analysis

IPA (Ingenuity® systems, www.ingenuity.com) was used to identify biological functions, gene networks and pathways which were significantly regulated in the spinal cord in EAE compared to healthy controls. In IPA, right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each function network or pathway assigned to that data set is due to chance alone. Molecules from the data set that met the p<0.05 cut off and were associated with biological functions in the Ingenuity knowledge base were considered for the analysis.

### Downstream Effects Analysis in IPA

The Ingenuity downstream effects analytic were used to identify biological functions which were predicted to be increased or decreased based on the observed gene expression changes in the data-set. The software compared the direction of change for each gene to the causal effects information between genes and biological functions stored in the IPA Knowledge base. Statistical validation of the predictions made were carried out based on the calculation of the regulation z score “which is designed such that data sets composed of randomly chosen perturbed genes with random sign of fold change do not lead to significant results on average” (Ingenuity Downsteam Effects Analysis, whitepaper). Each biological function considered is associated with a number of upstream genes based on annotations derived from the literature and stored in the Ingenuity knowledgebase. The previously observed effects on function of each gene in this set are then used to predict an increase or decrease in the function under the conditions studied. Table 3 shows the biological functions found to be significantly up or down-regulated in MBP induced EAE in the Lewis rat.

### Quantitative RT-PCR Validation of Micro-array Data

Validation of the results obtained from the micro-array experiments was carried out using real time PCR. Five genes (rtCasp1, rtOmg, rtScn1a, rtFas and rtSod2) found to be differentially regulated in EAE in the micro-array gene expression experiments, were selected for validation by RT-PCR. Rat primer pairs were purchased from SA BioSystems (RT^2^qPCR Primer Assay, QIAGEN). Real time PCR analysis was carried on the MyIQ™ real time PCR thermo-cycler and detection system (BioRad Laboratories Inc.) using the RT^2^ QPCR Primer assay according to the manufactures’ protocol. Briefly, 1 µg of total rat spinal cord RNA was treated with QIAGEN Genomic DNA Elimination mix for 5 min at 42?C prior to being reverse transcribed using the kit protocol. RT-PCR conditions were as follows: 95?C, 10 min (Hot Start Taq polymerisation activation step) followed by 40 cycles of 95?C, 15 sec, 60?C, 1 min. The reactions were monitored using SYBR Green containing fluorescein (RT^2^ SYBR Green Fluor qPCR Master mix, QIAGEN). At the end of each PCR run a melting curve analysis was carried out to verify that homogeneous products of equal size had been amplified for each primer pair. The same set of RNA samples that was used for the micro-array experiments was also analysed by RT-PCR and in addition we tested four more independent validation samples from each group, which had been collected and prepared in an identical manner, to test for sampling error. Expression was normalized to rat peptidylprolylisomerase H (rtPpih). Fold changes were calculated using the ΔΔCT method [44] and expressed as fold-change at peak of disease in EAE compared to the expression levels in healthy control Lewis rats (Figure 3).

## Supporting Information

Figure S1 **RNA Virtual Gel Image.** Tissue samples were snap frozen in liquid nitrogen and stored at −80°C prior to total RNA preparation using the QIAGEN RNeasy Lipid tissue kit. RNA quality analysis was carried out on the BioRad Experion automated electrophoresis system. This shows an example of the virtual gel image, illustrate the high quality of samples used. All preparations had RQI values of >9.5.
(DOCX)

Figure S2 **RNA Electropherogram Profile.** Tissue samples were snap frozen in liquid nitrogen and stored at −80°C prior to total RNA preparation using the QIAGEN RNeasy Lipid tissue kit. RNA quality analysis was carried out on the BioRad Experion automated electrophoresis system. This shows an example of the electropherogram profiles illustrating the high quality of samples used. All preparations had RQI values of >9.5.
(DOCX)

Figure S3 **Regulation of the Antigen presentation pathway in MBP-EAE.** This figure shows the upregulation of MHC class I and MHC class II linked pathways of antigen presentation in MBP-EAE.

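Of 11 measured genes of MHC class I presentation, 10 were higher and 0 lower (10 higher when adjusted over the list alone; camera adjusted p = 1.98e-10, and adjusted p = 0.0224 with an estimated correlation). Psmb9, a subunit of the immunoproteasome, was 7.94-fold higher (log2 fold change 2.99, SE 0.10, adjusted p = 1.78e-08). The peptide transporter Tap1 was 4.24-fold higher (adjusted p = 6.01e-08), Psmb8 3.84-fold higher (adjusted p = 6.17e-06) and the chaperone Calr 2.10-fold higher (adjusted p = 0.00170). The median log2 fold change was 0.91 for the class I list and 2.98 for the class II list on the same arrays, a difference that was not tested. It does not hold for every gene, since Psmb9 was no lower than the class II median.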

(TIF)

Figure S4 **Regulation of the T Helper Cell Differentiation in MBP-EAE.** This figure shows that there is upregulation of the pathways of Th0 cell differentiation, especially into Th1 and Th17 cells in MBP-EAE.

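Of 21 measured genes of T helper cell differentiation, 18 were higher and 0 lower in MBP-EAE (19 higher when adjusted over the list alone), with a median log2 fold change of 1.19 (camera adjusted p = 1.47e-18, and adjusted p = 0.0201 with an estimated correlation). Cd4 was 11.8-fold higher (log2 fold change 3.56, SE 0.15, adjusted p = 6.95e-08). The co-stimulatory ligand Cd86 was 10.3-fold higher (adjusted p = 1.78e-08). Cd4 is also carried by monocytes and microglia of the rat.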

(TIF)

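Among 10 measured genes of NK and cytotoxic cells, 3 were higher and 7 not called in MBP-EAE (4 higher when adjusted over the list alone; camera adjusted p = 0.0212, and adjusted p = 0.395 with an estimated correlation). Besides Klrk1 these were the granzymes Gzmb (1.76-fold, log2 fold change 0.82, SE 0.20, adjusted p = 0.0127) and Gzmk (1.44-fold, adjusted p = 0.0271). Gzmk was not called without rat 194, 196, 217 or 218 (adjusted p = 0.0513 to 0.0747). The coreceptor Cd8a was 4.89-fold higher (log2 fold change 2.29, SE 0.19, adjusted p = 1.54e-05) and Cd8b 3.45-fold higher (adjusted p = 5.76e-06). Within batch 1, recovered from Table S1, the camera adjusted p of the cytotoxic list was 0.0976.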

Figure S5 **Regulation of Cytotoxic T-lymphocyte mediated apoptosis of target cells in MBP-EAE.** This figure shows that there is upregulation of the pathways involved in T cell cytotoxicity of target cells in MBP-EAE.
(TIF)

Figure S6 **Regulation of Fc gamma –mediated phagocytosis in macrophages and monocytes in MBP-EAE**. This shows that in rats with MBP-EAE there is up-regulation of many of the genes in the pathways leading to phagosome formation after Fc gamma binding.

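Of 23 measured genes of phagocytosis through Fc gamma receptors, 16 were higher and 2 lower (18 and 3 when adjusted over the list alone; camera adjusted p = 3.71e-16, and adjusted p = 0.0210 with an estimated correlation). The receptors Fcgr3a and Fcgr2b were 14.0-fold higher (adjusted p = 2.25e-08) and 11.1-fold higher (adjusted p = 1.96e-08). Cybb, the catalytic subunit of the phagocyte oxidase, had a log2 fold change of 5.50 (SE 0.15, adjusted p = 5.67e-09), and its partner Ncf1 was 11.5-fold higher (log2 fold change 3.52, SE 0.17, adjusted p = 1.90e-07). The 2 genes that were lower were Wasf1 (1.47-fold, adjusted p = 0.00172), an actin regulator abundant in brain, and the kinase gene Prkce (1.25-fold, adjusted p = 0.0333). Prkce was not called without rat 193, 194, 196, 217, 218, 219 or 241 (adjusted p = 0.0608 to 0.0917).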

(TIF)

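Among genes of the JAK/STAT pathway, Stat2 was 3.96-fold higher in MBP-EAE (log2 fold change 1.99, SE 0.12, adjusted p = 1.05e-06) and its DNA-binding partner Irf9 3.07-fold higher (log2 fold change 1.62, SE 0.19, adjusted p = 0.000188). The gamma interferon-induced GTPase Gbp2 was 17.3-fold higher (adjusted p = 2.25e-08).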

Figure S7 **Regulation of Interferon signalling in MBP-EAE.** This shows that there is upregulation of many of the genes in the JAK/STAT pathway of interferon signalling in rats with MBP-EAE.
(TIF)

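Dendritic cell markers were called in 1 of 4 measured cases in MBP-EAE (1 higher when adjusted over the list alone), with the lectin Clec10a 2.08-fold higher (log2 fold change 1.06, SE 0.18, adjusted p = 0.00199). A list with fewer than 5 measured genes was not tested as a set. The interleukin 12 subunit Il12a was lower, from a log2 value of 5.32 ± 0.21 (SD, n = 4) to 4.47 ± 0.058 (SD, n = 4), a 1.80-fold fall (log2 fold change -0.85, SE 0.12, adjusted p = 0.000487).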

Figure S8 **Regulation of Dendritic cell maturation in MBP-EAE.** This figure shows that many of the genes in the pathway of dendritic cell maturation are upregulated in MBP-EAE, except IL-12 which is downregulated.
(TIF)

Figure S9 **B cell development in MBP-EAE.** This shows that many cell surface receptors involved in the stages of B cell maturation are up- regulated in MBP-EAE.

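Only 2 of the B cell and plasma cell markers fixed beforehand had a named cluster, so that the arrays say little about these cells. Cd79b, a chain of the B cell receptor, was 1.25-fold higher (log2 fold change 0.32, SE 0.10, adjusted p = 0.0357; 1 of 2 when adjusted over the list alone). Cd79b was not called without rat 193, 194, 196, 217, 218, 219 or 241 (adjusted p = 0.0626 to 0.102). It was not called either with batches recovered from Table S1 as a term in limma (adjusted p = 0.120).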

(TIF)

Figure S10 **Regulation of Trem1 Signalling in MBP-EAE.** This shows that many of the intracellular signalling molecules involved in signalling by the triggering receptor expressed on myeloid cells 1 (TREM1) are upregulated in MBP-EAE. This pathway is involved in adaptive and innate immunity.

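Of 13 measured genes of TREM1 and TYROBP signalling, 11 were higher and 0 lower in MBP-EAE (12 higher when adjusted over the list alone; camera adjusted p = 3.52e-14, and adjusted p = 0.0201 with an estimated correlation). Tyrobp, the adaptor through which TREM receptors signal, was 7.64-fold higher (log2 fold change 2.93, SE 0.16, adjusted p = 5.22e-07). The transcription factor Stat3 was 2.59-fold higher (adjusted p = 8.05e-06).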

(TIF)

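Tlr3, a receptor for viral RNA, was 3.88-fold higher in MBP-EAE (log2 fold change 1.96, SE 0.12, adjusted p = 1.78e-06). Csf2rb, the receptor chain through which GM-CSF signals, was 3.66-fold higher (log2 fold change 1.87, SE 0.14, adjusted p = 6.20e-06), and the T cell adhesion molecule Cd2 was 2.64-fold higher (adjusted p = 7.74e-05). Il12a was 1.80-fold lower (adjusted p = 0.000487). No list was fixed for this pathway, so that these genes do not stand for the whole of it.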

Figure S11 **Regulation of Communication between innate and adaptive immune cells in MBP-EAE.** This shows that many signalling molecules involved in this pathway are upregulated except for IL12 which is down regulated.
(JPG)

Figure S12 **Regulation of the Complement pathway in MBP-EAE.** This shows that the classical pathway and the alternate pathway but not the common terminal pathway are regulated in MBP-EAE.

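Of the terminal complement pathway, 2 genes had a named cluster. C6 was 1.76-fold higher (log2 fold change 0.81, SE 0.25, adjusted p = 0.0349). C6 was not called without rat 193, 194, 196, 217 or 218 (adjusted p = 0.0577 to 0.0980). Nor was it called with batches recovered from Table S1 as a term in limma (adjusted p = 0.119). C9 had a log2 fold change of -0.27 (SE 0.10, adjusted p = 0.0740 over all clusters) and was the 1 gene lower when adjusted over the list alone, with 1 higher. C9 is named here after its value was seen.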

(TIF)

Figure S13 **Regulation of genes in the pathway entitled Pathogenesis of Multiple Sclerosis.** This is a pathway of chemokine receptors. The receptors CCR1, CCR5, CXCR3, CCL5, CXCL9 and CXCL10 are up-regulated in MBP-EAE.
(TIF)

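Cxcl9 rose from a log2 value of 3.70 ± 0.35 (SD, n = 4) in healthy controls to 10.56 ± 0.19 (SD, n = 4) in MBP-EAE, which is 116-fold (log2 fold change 6.86, SE 0.17, adjusted p = 3.47e-09). Cxcl10 was 16.2-fold higher (log2 fold change 4.02, SE 0.17, adjusted p = 6.94e-08), and Cxcr3, the receptor of both chemokines, 2.68-fold higher (log2 fold change 1.42, SE 0.18, adjusted p = 0.000322). Ccl5 was 1.98-fold higher (log2 fold change 0.99, SE 0.19, adjusted p = 0.00397) and its receptor Ccr1 2.04-fold higher (log2 fold change 1.03, SE 0.19, adjusted p = 0.00280).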

Figure S14 **Regulation of Synaptic long term potentiation in MBP-EAE.** This shows that this pathway of signalling in response to glutamate is down-regulated in MBP-EAE.

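The AMPA receptor subunits Gria4 and Gria2 were 1.84-fold lower in MBP-EAE (log2 fold change -0.88, SE 0.12, adjusted p = 0.000504) and 1.58-fold lower (adjusted p = 0.00120). The NMDA receptor subunits Grin2a and Grin1 were 1.64-fold lower (log2 fold change -0.72, SE 0.15, adjusted p = 0.00677) and 1.54-fold lower (adjusted p = 0.00226). Of the 15 measured ionotropic subunits, 4 were not called, and the camera call of their list (adjusted p = 2.17e-05) was lost with an estimated correlation (adjusted p = 0.110). Of 4 measured metabotropic glutamate receptors, 3 were lower (3 when adjusted over the list alone), with Grm8 1.74-fold (adjusted p = 0.00156) and Grm5 1.47-fold (adjusted p = 0.00170) lower. The myeloid gene Laptm5 was 9.25-fold higher in the same arrays (adjusted p = 1.50e-06).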

(TIF)

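Ppp1r1b, which encodes DARPP-32, a phosphatase inhibitor controlled by dopamine and cAMP, was 1.26-fold lower in MBP-EAE (log2 fold change -0.33, SE 0.087, adjusted p = 0.0185). Ppp1r1b was not called without rat 196 or 217 (adjusted p = 0.0572 to 0.0681). The dopamine receptor Drd5 was 1.64-fold lower (log2 fold change -0.71, SE 0.10, adjusted p = 0.000511). The inhibitory G protein subunit Gnai1 was 1.72-fold lower (log2 fold change -0.79, SE 0.10, adjusted p = 0.000338). Genes of the T cell and macrophage lists were higher in the same cords.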

Figure S15 **Regulation of Dopamine-DARPP32 feedback in cAMP signalling in MBP-EAE.** This shows that this pathway of signalling in response to dopamine is down-regulated in MBP-EAE.
(TIF)

Figure S16 **Regulation of the Amyotrophic Lateral Sclerosis pathway in MBP-EAE.** This pathway of intra-cellular signalling that leads to cell death and degeneration in response to glutamate is down-regulated in MBP-EAE.

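Neurofilament and axonal cytoskeleton genes, among them those that encode the filaments of motor axons, were lower in 11 of 19 measured cases and higher in 0 (15 lower when adjusted over the list alone; camera adjusted p = 0.000382, and adjusted p = 0.386 with an estimated correlation). The heavy neurofilament Nefh was 1.70-fold lower (log2 fold change -0.76, SE 0.14, adjusted p = 0.00273) and the light neurofilament Nefl 1.43-fold lower (adjusted p = 0.00515). Stmn4 was 1.72-fold lower (adjusted p = 0.000865). The number of lower genes in the list was 6 with batches recovered from Table S1 as a term in limma. The kainate receptor subunit Grik1 was 1.51-fold lower (log2 fold change -0.60, SE 0.11, adjusted p = 0.00344). In the same cords the phagocyte gene Ctsc was 19.8-fold higher (adjusted p = 1.90e-07).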

(TIF)

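Of 28 measured genes of cAMP and CREB signalling, 10 were lower, 2 higher and 16 not called in MBP-EAE (13 lower and 3 higher when adjusted over the list alone), with a median log2 fold change of -0.27. The camera adjusted p was 0.00939, and the adjusted p was 0.411 with an estimated correlation. The cyclic nucleotide phosphodiesterase Pde1c was 1.70-fold lower (log2 fold change -0.76, SE 0.087, adjusted p = 0.000147) and Pde1a 1.56-fold lower (adjusted p = 0.00706). The 2 genes that were higher were the adenylyl cyclase Adcy4 (2.67-fold, adjusted p = 1.72e-05) and the calcium release channel Itpr1 (1.36-fold, adjusted p = 0.0232). Itpr1 was not called without rat 196, 217 or 219 (adjusted p = 0.0594 to 0.0756). The camera call was lost without healthy rat 193 (adjusted p = 0.0552), with the arrays centred on the RT-PCR reference genes (adjusted p = 0.0895) and within batch 1, recovered from Table S1 (adjusted p = 0.136). With the batches as a term in limma, 6 genes were lower and 1 higher.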

Figure S17 **Regulation of Creb signalling in neurons in MBP-EAE.** This shows that this pathway of intracellular signalling leading to expression of cAMP response element-binding (Creb) is down-regulated in MBP-EAE.
(TIF)

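Edn1, which encodes endothelin 1, had a log2 fold change of -0.12 in MBP-EAE (SE 0.16) and did not pass the threshold (adjusted p = 0.636). Among enzymes that act in signalling downstream of its receptors, the phospholipase Plcb4 was 1.47-fold lower (log2 fold change -0.56, SE 0.10, adjusted p = 0.00234) and the cyclase Adcy8 1.51-fold lower (log2 fold change -0.60, SE 0.12, adjusted p = 0.00504). The cyclooxygenase gene Ptgs1 was 2.16-fold higher (log2 fold change 1.11, SE 0.17, adjusted p = 0.00101). No list was fixed for this pathway, so that these genes were chosen after their values were seen.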

Figure S18 **Regulation Endothelin-1 signalling in MBP-EAE.** This shows that this pathway of intracellular signalling in response to endothelin 1 (ET1) is downregulated in MBP-EAE.
(TIF)

Figure S19 **Regulation the Biosynthesis of steroids in MBP-EAE.** This shows that the squalene pathway involved in the bio-synthesis of steroids is down-regulated in MBP-EAE.

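The enzymes around squalene were lower in MBP-EAE. The squalene synthase Fdft1 was 1.90-fold lower (log2 fold change -0.92, SE 0.20, adjusted p = 0.00664), the squalene epoxidase Sqle 2.26-fold lower (log2 fold change -1.17, SE 0.16, adjusted p = 0.000478) and the lanosterol synthase Lss 1.5-fold lower (log2 fold change -0.58, SE 0.15, adjusted p = 0.0184). Lss was not called without rat 194 or 217 (adjusted p = 0.0565 to 0.0592). Of the later steps, Msmo1 was 2.43-fold lower (adjusted p = 5.16e-05), Sc5d 2.27-fold lower (adjusted p = 0.000173) and Dhcr7 1.78-fold lower (adjusted p = 0.00132).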

(TIF)

Figure S20 **Regulation Taurine/hypotaurine metabolism in MBP-EAE.** This shows downregulation of elements of the pathway that leads to synthesis of taurine and hypotaurine from cysteine in MBP-EAE.

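Of 8 measured genes of taurine and hypotaurine synthesis and transport, 2 were higher and 2 lower in MBP-EAE (2 and 2 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.484). The log2 fold change was negative for 6 of the 8, and fry gave an adjusted p of 0.00174 downward. Cdo1, the cysteine dioxygenase that starts the pathway, was 1.62-fold higher (log2 fold change 0.70, SE 0.20, adjusted p = 0.0284), and the taurine transporter Slc6a6 1.61-fold higher (log2 fold change 0.68, SE 0.19, adjusted p = 0.0258). Cdo1 was not called without rat 194, 196 or 218 (adjusted p = 0.0579 to 0.0721). Slc6a6 was not called without rat 194, 196, 217, 218 or 241 (adjusted p = 0.0517 to 0.0753). Neither was called with batches recovered from Table S1 as a term in limma (adjusted p = 0.0973 for Cdo1 and 0.0648 for Slc6a6). The 2 that were lower, Gad2 (1.78-fold, adjusted p = 0.00479) and Gad1 (1.65-fold, adjusted p = 0.00141), are known above all as the glutamate decarboxylases that make GABA in neurones.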

(TIF)

Table S1

Table S2

How the deposited data were processed for this re-analysis (not part of the article)

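Gene expression was measured in the spinal cord of 4 rats with MBP-EAE and 4 healthy control rats, with 1 exon array for each rat, on day 13. The authors corrected the background by RMA with an adjustment for GC content, quantile-normalized the arrays, took log2 values and averaged the core probe sets of a gene, and they deposited the log2 value of each of 8793 transcript clusters on each array. Their processing notes name the rat genome build rn4. Samples were grouped by the sample labels, and rats were named by the numbers the paper and the labels share. Which MBP-EAE rats had passed their highest score was read by eye from Figure 1B.
The deposited values were used as they stand. Each cluster was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, MBP-EAE minus healthy control, no covariate), and p-values were adjusted by the method of Benjamini and Hochberg over the 8793 clusters, with a threshold of 0.05. The values were log2 intensities on arrays, so that no count model was used. A second fit compared the 2 MBP-EAE rats whose score had fallen with the 2 at their highest score. The platform table gave 1 gene symbol for 7603 clusters, several for 409, and did not list 781. Clusters of the last 2 kinds were tested but not named. Where a gene had several clusters, 1 of them stood for it.
Before the data were examined, 70 lists of genes were fixed, of pathways and of cell types that spinal cord could hold, after the paper's own tables had been read. The 64 with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. The rule for named genes was fixed at the same time. It takes the genes that the paper names in its text, Tables 1 to 5 and RT-PCR, the 10 largest rises and 10 largest falls without overlap between the groups, the 4 called members of each list with the largest change, the called members that go against a list's majority, and the regulators of Table 5. Genes outside the rule are said to be so where they stand. Values of the paper's tables had been seen when the rule was written.
Alternatives set before the data were examined were the methods' t-test, Welch's test, another variance prior, array weights, filters on dim clusters, 4 ways to normalize between arrays, each rat left out in turn, MBP-EAE rats of 1 phase of disease, the mean over the clusters of a gene, clusters with 1 gene symbol alone, and lists without genes of another list. Alternatives chosen after seeing the data were a shift of each array by the median deviation of the RT-PCR reference genes, and batches recovered from the folds and p-values of Table S1, used as a term in limma, in the methods' analysis of variance, and by fitting within a batch. Single values were also compared with an exact permutation test. Intervals of 95% for list medians come from 10000 bootstrap draws of their genes.
The scripts were tested on simulated data, in which 200 of 8793 clusters were changed. For the comparison of MBP-EAE with healthy control, limma recovered 32% of the clusters changed by 0.5 on the log2 scale, 92% of those changed by 1, 98% of those changed by 2 and 100% of those changed by 4, and 3.01% of its calls were false. The noise was drawn independently for each cluster, and in the real data more clusters (2274) were called than were changed here. These shares test the scripts and do not give the power or the false share of the real comparison. Figures were drawn with matplotlib 3.10.9. The number of arrays limits the precision. The RT-PCR measurements, the clinical scores and the pathway software's scores were not analysed here, and the clusters for Scn1a and Ppih are not named for a single gene in the table used here.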

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

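The tests of processing batches and of a shift by normalization were chosen after their results had been seen. All other tests of explanations in this part were set before.
Some of the 10 largest rises and 10 largest falls were not found in the paper's text or its Tables 1 to 5, S1 and S2. They were rises on the log2 scale of 6.81 for Cxcl13, 6.00 for Lilrb4, 5.81 for Cxcl11 and 5.67 for Ifi47, and changes of -3.30 for Hbb-b1, -1.43 for Nrep and -1.40 for Vom1r50. Table S2 could be searched by symbol alone, and 874 of its 998 entries matched a named gene, so that another symbol of these genes could have been missed. The rises and falls were ranked only among called genes whose values in the 4 rats with MBP-EAE and the 4 healthy controls did not overlap. Vom1r50 was not called without rat 193, 194, 196, 219 or 241 (adjusted p = 0.0517 to 0.0842).
Between rats whose clinical score had fallen and rats at their highest score, limma called 0 clusters, with 277 at an unadjusted p under 0.05, and 0 in each alternative run, with 139 to 481 at that p. Camera at the preset correlation called 9 lists. Higher in the rats with a fallen score were interferon-stimulated genes (adjusted p = 2.12e-09, and 0.556 with an estimated correlation), cAMP and CREB signalling (0.0260, and 0.685), homeostatic microglia (0.0260, and 0.556), Schwann cell genes (0.00770, and 0.649) and astrocyte markers (0.000593, and 0.649). Lower in them were iron and haem genes (0.0115, and 0.649), cell cycle genes (0.0115, and 0.655), monocyte and macrophage markers (0.00122, and 0.556) and reactive astrocyte genes (0.00443, and 0.556). With 2 rats on each side, no list passed with an estimated correlation.
In 15 groups of 4 values, 1 rat stood apart from the other 3 by a gap whose ratio to the range of the 4 was above the 95% critical value. They were Cacna2d1 in healthy controls (ratio 0.877, rat 196 at 7.79 against a mean of 7.53 for the others), Calr in MBP-EAE (ratio 0.954, rat 217 at 9.57 against a mean of 9.22 for the others), Cd3d in MBP-EAE (ratio 0.897, rat 218 at 6.25 against a mean of 5.58 for the others), Cd86 in healthy controls (ratio 0.904, rat 195 at 4.26 against a mean of 4.45 for the others), Dhcr7 in healthy controls (ratio 0.911, rat 195 at 4.98 against a mean of 5.41 for the others), Gfap in healthy controls (ratio 0.904, rat 195 at 8.56 against a mean of 9.08 for the others), Gria4 in MBP-EAE (ratio 0.868, rat 218 at 8.22 against a mean of 8.55 for the others), Gusb in MBP-EAE (ratio 0.907, rat 219 at 5.14 against a mean of 5.47 for the others), Hmox1 in healthy controls (ratio 0.836, rat 193 at 3.86 against a mean of 4.04 for the others), Kcnc2 in MBP-EAE (ratio 0.891, rat 219 at 6.45 against a mean of 6.12 for the others), Lcn2 in healthy controls (ratio 0.870, rat 196 at 4.48 against a mean of 4.24 for the others), Msmo1 in MBP-EAE (ratio 0.831, rat 218 at 8.23 against a mean of 7.84 for the others), Psen2 in MBP-EAE (ratio 0.835, rat 219 at 5.32 against a mean of 5.66 for the others), Ptprn in healthy controls (ratio 0.853, rat 194 at 5.10 against a mean of 5.44 for the others) and Sirt2 in MBP-EAE (ratio 0.864, rat 218 at 7.19 against a mean of 7.59 for the others). Of 432 such groups of named genes, chance puts about 5% above that value.
Genes of oligodendrocytes and neurones were lower in MBP-EAE, with medians of -0.58 for mature oligodendrocyte markers and -0.42 for pan-neuronal genes. With an estimated correlation camera called neither list (adjusted p = 0.234 and 0.344). Astrocyte markers went both ways, with 3 higher, 2 lower and a median of -0.23 (95% interval -0.425 to 0.179; camera adjusted p = 0.957). An equal shift of every gene by quantile normalization is argued against as the whole cause. The pan-neuronal median lay below that of all clusters (difference -0.316, 95% interval -0.415 to -0.103), as did that of the oligodendrocyte markers (-0.478, 95% interval -0.675 to -0.254). The intervals in this part come from drawing the genes of a list, taken as independent, and not the rats. Cyclic loess adjusts the arrays to each other along the signal level. After it the median was -0.26 for pan-neuronal genes and -0.44 for oligodendrocyte markers, against -0.0031 for all clusters. Camera at the preset correlation still called both lists lower. This argues against a shift with signal level that cyclic loess removes as the whole cause, though no interval was drawn for these medians. Dilution of cord RNA by RNA of infiltrating cells predicts like falls in all 3 lists, and cannot be told apart from other causes, since the astrocyte list has no clear direction and the largest difference between the lists was 0.351 with an interval of -0.0244 to 0.910. Of the genes in these lists, 13 of 21 oligodendrocyte, 9 of 16 pan-neuronal and 1 of 13 astrocyte genes are also in another list, and 3, 6 and 4 of them are in the paper's Tables 1 to 5. The disease itself, through damage to neurones or oligodendrocytes, is the biological explanation that the design gives, and it stays open and untested.
Enzymes of cholesterol synthesis had a median of -0.76. An equal shift of every gene by normalization is argued against as the whole cause here too, since the list lay below all clusters (difference -0.655, 95% interval over its genes -1.07 to -0.290). After cyclic loess the median of the list was -0.65, and camera at the preset correlation still called it lower. Dilution by infiltrating cells stays open, since the list lay below the lowest of the 3 neural lists by a difference whose interval includes 0 (-0.177, 95% interval -0.596 to 0.209). Loss of oligodendrocytes, which make cholesterol for myelin, stays open for the same reason (-0.177, 95% interval -0.604 to 0.209). A fall of sterol synthesis within surviving cells may add to either, and was not tested.
A difference between processing batches is argued against as the whole cause of the calls between MBP-EAE and healthy control, since 1319 clusters were called with the recovered batches as a term, and 402 and 550 within batches 1 and 3, which hold fewer rats.
The real split ranked first among the 35 ways to split the 8 rats into 4 and 4. It had the most calls (2274, against 0 in the highest other) and the most clusters at an unadjusted p under 0.05 (3268 against 1124). The clusters at least 4-fold higher (149 against 0) and at least 2-fold lower (76 against 0) were counted among those called. Their 0 in the other splits follows from the 0 calls there and adds no evidence. A share of 1 in 35 is under the 0.05 set beforehand and argues against chance for the calls and for the clusters at an unadjusted p under 0.05. It is the smallest share that 35 splits allow, and the splits did not keep rats within their recovered batches. Taken 1 list at a time, without adjustment for the 13 lists, the real split also ranked first for the absolute medians of MHC class II genes (2.98, against 1.66 in the highest other split), interferon-stimulated genes (1.99 against 1.36), chemokines (0.43 against 0.34), T helper genes (1.19 against 0.63), classical complement (2.40 against 1.36), caspases (1.01 against 0.88), cholesterol synthesis (0.76 against 0.72), ionotropic glutamate receptors (0.50 against 0.42), synaptic vesicle genes (0.46 against 0.32), mature oligodendrocyte markers (0.58 against 0.49) and pan-neuronal genes (0.42 against 0.27). The lists were fixed after the paper's tables, drawn from these arrays, had been read, so that these ranks do not exclude chance. Of the 16 cholesterol synthesis enzymes, 10 are in Tables 1 to 5. For cAMP and CREB signalling the real split did not rank first, since 3 of the 35 splits gave a median as large (0.27, against 0.29). For taurine genes the median (0.17, against 0.15) decides nothing, since members of the list went both ways.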

How the results depend on the processing

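No paired analysis was possible because the groups share no replicate numbers, and the labels, which call the controls littermates, give no litters. The recovered batches and the shift by the median deviation of the RT-PCR reference genes were chosen after seeing the data. The cause of the changes below was not tested. The count of called clusters was 3522 with array weights, 8404 with arrays centred on the RT-PCR reference genes, 5501 with arrays shifted by their median deviation, 1244 with only the MBP-EAE rats at their highest score, 1102 with only those whose score had fallen, 781 in the methods' analysis of variance with batches, 1319 in limma with batches, and 402 and 550 within batches 1 and 3. Fewer rats enter the last 2 and the 2 phases of disease, and batch 3 has 1 healthy control, assumed to vary like the other rats. It stayed within 1.5 times of 2274 in the other alternatives, among them 2411 and 2004 with the dimmest clusters left out by each of the filters, and 1644 to 2466 with 1 rat left out. Clusters at an unadjusted p under 0.05 numbered 8413 and 6011 with these 2 uses of the reference genes, and 1469 and 2117 within the batches. Those at least 4-fold higher numbered 55 with the centring. Those at least 2-fold lower numbered 41 after cyclic loess, 7152 and 423 with the reference genes, 47 in the methods' analysis of variance, and 38 and 151 within the batches.
With an estimated correlation the adjusted p was 0.0922 for chemokines, 0.144 for cholesterol synthesis, 0.110 for ionotropic glutamate receptors, 0.0922 for synaptic vesicle genes, 0.411 for cAMP and CREB signalling, 0.234 for mature oligodendrocyte markers and 0.344 for pan-neuronal genes. It kept the call, or the lack of one, of 31 lists and lost that of 33 of the 64. For taurine genes, fry gave 0.00174. For cAMP and CREB signalling, camera gave 0.0895 with the centring, 0.136 within batch 1, and 0.000517 to 0.0552 with 1 rat left out. Lists that were not called turned direction without being called in the new one. These are sirtuins and presenilins (0.910 within batch 3, though called upward at 0.0399 with array weights, 0.0488 without rat 196 and 0.0269 within batch 1), galactolipid synthesis (0.735 within batch 1, 0.484 to 0.951 with 1 rat left out), Schwann cell genes (0.999 with array weights, 0.372 within batch 3) and astrocyte markers (0.939 median-centred, 0.854 with the centring, 0.877 with array weights, 0.702 within batch 1, 0.462 to 0.922 with 1 rat left out).
Of the 216 genes named, the log2 fold change turned with the centring for 37: Aurka -0.11, Aurkb -0.44, C6 -0.39, Calr -0.13, Casp12 -0.20, Ccl5 -0.22, Ccr1 -0.18, Cd79b -0.88, Cdo1 -0.51, Clec10a -0.15, Crebbp -0.81, Gfap -0.52, Gpx3 -0.069, Gusb -0.23, Gzmb -0.39, Gzmk -0.69, Il18 -0.25, Il1r1 -0.10, Il4r -0.71, Il6r -0.91, Insig2 -0.68, Itpr1 -0.77, Maf -0.69, Ncstn -0.70, Nqo1 -0.48, P2ry12 -0.043, Parp1 -0.56, Psen2 -0.94, Ptgs1 -0.10, Rpl13a -0.64, Sirt2 -0.95, Slc1a3 -0.054, Slc6a6 -0.52, Sod2 -0.40, Tnf -0.86, Tnfrsf1a -0.36 and Vcan -0.46. With the shift by the median deviation it was Cd79b -0.029, Il6r -0.051, Psen2 -0.082, Sirt2 -0.10 and Tnf -0.00073. The centring moved the median of all clusters by -1.21 and the shift by -0.35, while the median log2 fold change of the reference genes was 0.27. Nr3c1 and Edn1, not called, turned in other alternatives. Nr3c1 was 0.016 with array weights, 0.13 after cyclic loess, 0.061 in the rats at their highest score, 0.12 within batch 1, and -0.051 to 0.049 with 1 rat left out. Edn1 was 0.37 within batch 3 and -0.21 to 0.0049 with 1 rat left out. Sirt2 was -0.12 within batch 3, and Sod1, not called, 0.0026 after cyclic loess. Of the called genes named, 17 lost their call without at least 1 rat, 19 in limma with the batches and 75 in the methods' analysis of variance with them, 93 and 89 within batches 1 and 3, 28 and 35 with 1 phase of disease, 13 and 25 in the methods' t-test and Welch's test, 30 with the centring, which called a further 15 in the opposite direction, 17 with the shift, and at most 3 in each other alternative.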

Differences from the paper's values

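The paper gives 998 named genes as lower at an unadjusted p under 0.05, where 1787 were found here. For this number and the next, the paper counted genes named after mapping in the Partek database. Gene symbols of the platform table were counted here, so that the counts do not rest on the same names. Of the 21 alternatives set before the data were examined, 5 lie within 1.5 times of the paper's value, with 1237 when the dimmer clusters were left out, 1382 after cyclic loess, 1467 without rat 217, 1232 with only the MBP-EAE rats at their highest score and 1198 with only those whose score had fallen. The other 16 do not. Of those chosen after seeing the values, the methods' analysis of variance with the batches recovered from Table S1 (1275), limma with those batches (1302) and limma within batch 3 (909) do. Of the 874 entries of Table S2 matched to a named gene, these leave 4, 137 and 401 short of that p, and the test used here leaves 59.
For named genes that were higher, the paper gives 667 and 1127 were found. Within 1.5 times lie 4 of the 21 alternatives, with 866 when the dimmer clusters were left out, 1000 without rat 241, 958 with only the rats at their highest score and 881 with only those whose score had fallen. Of those chosen after seeing the values, the shift by the median deviation of the reference genes (551), the methods' analysis of variance with batches (886), limma with batches (956), and limma within batch 1 (698) and batch 3 (871) do. Of the 666 entries of Table S1 these leave 264, 0, 47, 181 and 206 short of that p, and the test used here leaves 16.
The paper's text gives 18 of the genes of Table S2, which it took at an unadjusted p, as more than 2-fold lower. At a false discovery rate of 5%, 63 named genes were found here, and none of the 21 alternatives comes within 1.5 times of 18. The nearest set before the data were examined was cyclic loess, with 34. Within batch 1 the number was also 34, and 44 in the methods' analysis of variance with batches, both chosen after seeing the values. Table 2, which the paper drew at a false discovery rate of 5%, lists 19 genes, and 55 of the entries of Table S2 have a fall of at least 2-fold. The paper also describes a filter that left out genes not relevant to the nervous system. Whether Table 2 was drawn after that filter is not clear, and no such filter was used here.
The largest p at a false discovery rate of 5% is 0.0045 in the paper and 0.0129 here. Of the 21 alternatives, only that with the MBP-EAE rats whose score had fallen lies within 1.5 times, at 0.00626. Chosen after seeing the values, the methods' analysis of variance with batches gave 0.00444 and limma within batch 3 gave 0.00312. Of the 79 genes of Tables 1 and 2 that could be named, these leave 0 and 4 uncalled. That analysis of variance, whose batches were found from the paper's own table, also called 2350 clusters at an unadjusted p under 0.05, the number the paper gives.
Of the entries that could be named, 31 of 34 in Table 3, 62 of 67 in Table 4 and 87 of 90 in Table 5 had the direction listed at an unadjusted p under 0.05. Table 4 lists Ncf1 as lower, where it was higher here (log2 fold change 3.52). Table 5 lists Cflar as lower among the targets of Tnfrsf1a and higher among those of Tnf, and it was higher here (1.35). Nqo1 is listed as lower among the targets of Nfe2l2 in Table 5 and higher in Table 4, and was higher here (0.73). Tables 3 and 5 list Cxcl2 as higher, where its log2 fold change was -0.25 and was not called. None of the settings run gave Ncf1, Cflar or Cxcl2 the direction listed at that p, and Nqo1 had it with arrays centred on the RT-PCR reference genes. The other entries, all listed as lower, were Ace (log2 fold change -0.18), Shh (-0.16), Ppp3r1 (-0.20), Mgll (-0.17), Ptprn (-0.15) and Sod1 (-0.15). All 6 passed that p in the methods' analysis of variance with batches and with both scalings to the RT-PCR reference genes. The methods' t-test also gave it for Shh, Ppp3r1, Mgll and Sod1, and Welch's test for Shh, Ppp3r1 and Mgll. So did array weights and median centring for Shh, quantile normalization again for Mgll, and median centring, both filters on dim clusters, clusters with 1 gene symbol and the fit without rat 193 for Ppp3r1. Table 5 prints 2.0 in the column of fold changes for the regulator Mapt, and no z-score. Both other regulators with 4 targets have a z-score of 2.000 or -2.000 there, so that it is not clear that 2.0 is a fold. Read as one, it differs, since the ratio of MBP-EAE to healthy control was 0.765 here and not called. None of the 21 alternatives, nor those chosen after seeing the values, gave a rise. Figure S20 shows elements of taurine synthesis as lower, where Cdo1 at its start had a log2 fold change of 0.70 and Gad1 and Gad2, which are lower, of -0.72 and -0.83. The legend of Figure S13 counts Ccl5, Cxcl9 and Cxcl10 among receptors, and they encode chemokines.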

Other observations

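Genes of phagocyte digestion were higher in MBP-EAE. Of 29 measured genes of lysosomes and phagocytes, 25 were higher and 0 lower (25 and 1 when adjusted over the list alone; camera adjusted p = 2.49e-20, and adjusted p = 0.0715 with an estimated correlation), with the cathepsin Ctsc at a log2 fold change of 4.31. Of 12 genes of fatty acid synthesis and desaturation, 4 were lower (8 when adjusted over the list alone; camera adjusted p = 0.00210, and adjusted p = 0.278 with an estimated correlation), led by the desaturase Scd (-1.22) and by Acsl3 (-0.97). Neuropeptide genes were lower in 15 of 29 cases (15 when adjusted over the list alone; camera adjusted p = 3.58e-05, and adjusted p = 0.0702 with an estimated correlation), led by galanin, Gal (-1.11), and Calcb (-1.08). Genes that glucocorticoids raise were higher in 7 of 15 cases (7 when adjusted over the list alone; camera adjusted p = 0.000346, and adjusted p = 0.110 with an estimated correlation), with Fkbp5 at 1.26 and Sgk1 at 1.25. Of 21 genes of the response to oxidative stress, 10 were higher and 1 lower (10 and 1 when adjusted over the list alone; camera adjusted p = 0.000382, and adjusted p = 0.278 with an estimated correlation, and 0.0915 within batch 3), with Gpx1 at 1.28 and Gpx3 at 1.14.
Lists for cells of the vessels, meninges, ventricle lining and nerve roots were also tested. Meningeal fibroblast genes were higher in 3 of 13 cases (3 when adjusted over the list alone; camera adjusted p = 0.0251, and adjusted p = 0.411 with an estimated correlation), with Mgp at 2.84. That call was lost with fry (adjusted p = 0.123), after cyclic loess (0.0704), with the dimmest clusters left out by the milder filter (0.0598), within batch 1 (0.553), and without rat 194 (0.0505), 196 (0.0882) or 218 (0.0518). Ependymal genes were lower in 3 of 6 cases (5 when adjusted over the list alone, and 1 with the recovered batches as a term; camera adjusted p = 0.0464, and adjusted p = 0.144 with an estimated correlation), with Tppp3 at -1.04. It was lost without rat 193 (adjusted p = 0.0713), 195 (0.0566), 217 (0.0608) or 219 (0.0770), with array weights (0.0568), with arrays centred on the RT-PCR reference genes (0.203), with the recovered batches as a term (0.0633), and within batches 1 (0.101) and 3 (0.147). Camera made no call for endothelial cells (2 of 9 genes higher, camera adjusted p = 0.226; median -0.0034 and mean 0.31), pericytes and smooth muscle (2 higher and 1 lower of 9; adjusted p = 0.709; median -0.054 and mean 0.29), Schwann cells (1 higher and 2 lower of 9; adjusted p = 0.479, and 0.0396 within batch 1), sensory ganglion neurones (2 of 10 lower; adjusted p = 0.226, and 0.00887 downward with fry), mast cells (1 of 8 lower; adjusted p = 0.226), skeletal muscle (1 higher and 2 lower of 10; adjusted p = 0.200, and 0.0404 with array weights), erythrocytes and platelets (1 higher and 2 lower of 5; adjusted p = 0.200, and 0.00619 downward with fry) or galactolipid synthesis (1 higher and 1 lower of 6; adjusted p = 0.864).
Of 8 genes commonly used as RT-PCR references, 4 were higher in MBP-EAE (4 when adjusted over the list alone; camera adjusted p = 0.0212, and adjusted p = 0.208 with an estimated correlation, 0.119 with the dimmest clusters left out by the milder filter, 0.0955 without genes of another list, 0.0870 without rat 195 and 0.186 within batch 3). They were Rplp0 (log2 fold change 2.68), Actb (1.38), Gusb (0.98) and Rpl13a (0.56), of which Gusb and Rpl13a turned (-0.23 and -0.64) when the arrays were centred on this list.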
